# Antibody Tumor Targeting Is Enhanced by CD27 Agonists through Myeloid Recruitment

**DOI:** 10.1016/j.ccell.2017.11.001

**Published:** 2017-12-11

**Authors:** Anna H. Turaj, Khiyam Hussain, Kerry L. Cox, Matthew J.J. Rose-Zerilli, James Testa, Lekh N. Dahal, H.T. Claude Chan, Sonya James, Vikki L. Field, Matthew J. Carter, Hyung J. Kim, Jonathan J. West, Lawrence J. Thomas, Li-Zhen He, Tibor Keler, Peter W.M. Johnson, Aymen Al-Shamkhani, Stephen M. Thirdborough, Stephen A. Beers, Mark S. Cragg, Martin J. Glennie, Sean H. Lim

**Keywords:** cancer, monoclonal antibody, CD20, CD27, macrophage, NK cell, T cell

## Abstract

Monoclonal antibodies (mAbs) can destroy tumors by recruiting effectors such as myeloid cells, or targeting immunomodulatory receptors to promote cytotoxic T cell responses. Here, we examined the therapeutic potential of combining a direct tumor-targeting mAb, anti-CD20, with an extended panel of immunomodulatory mAbs. Only the anti-CD27/CD20 combination provided cures. This was apparent in multiple lymphoma models, including huCD27 transgenic mice using the anti-huCD27, varlilumab. Detailed mechanistic analysis using single-cell RNA sequencing demonstrated that anti-CD27 stimulated CD8^+^ T and natural killer cells to release myeloid chemo-attractants and interferon gamma, to elicit myeloid infiltration and macrophage activation. This study demonstrates the therapeutic advantage of using an immunomodulatory mAb to regulate lymphoid cells, which then recruit and activate myeloid cells for enhanced killing of mAb-opsonized tumors.

## Highlights

• CD27 stimulation enhances anti-tumor efficacy of tumor-targeting mAbs
• Stimulation of CD27 on T and NK cells increases chemokine and IFNγ release
• Released IFNγ leads to myeloid cell activation and infiltration
• Activated macrophages have enhanced anti-CD20 dependent phagocytic capability

## Significance

**Direct tumor-targeting mAbs kill tumors primarily through macrophage-mediated phagocytosis and have demonstrated activity in numerous different cancers. However, these responses are often partial and transient. We now show that the efficacy of these mAbs can be enhanced by increasing the activity and number of macrophages available to phagocytose opsonized tumor cells. This can be achieved indirectly through stimulation of CD27, a costimulatory receptor expressed constitutively on T and NK cells. Activation of these cells triggers the release of chemokines and cytokines that attract and activate macrophages. We describe the unexpected effects of this immunomodulatory mAb and how it can be harnessed to improve the anti-tumor efficacy of direct tumor-targeting antibodies in multiple tumor types.**

## Introduction

Monoclonal antibodies (mAbs) have proven to be potent tools in cancer treatment (reviewed in Weiner, 2015). They can be divided into two groups based on their effector functions: direct tumor-targeting mAbs, such as anti-CD20, anti-Her2, and anti-EGFR target the tumor directly through innate effectors, whereas immunomodulatory mAbs (e.g., anti-PD-1, anti-PD-L1, anti-CTLA-4, and anti-CD40) activate the adaptive immune system. It is generally agreed that direct-targeting mAbs exert their anti-tumor activity by recruiting FcγR-expressing cellular effectors or by blocking oncogenic signaling (Yakes et al., 2002, Gong et al., 2005, Uchida et al., 2004, Beers et al., 2010), whereas immunomodulators either remove inhibitory signaling (checkpoint blockers) or directly stimulate immune effector cells (immunostimulatory mAbs). It has previously been shown that, when combined, certain immunomodulatory mAbs (e.g., 4-1BB) can improve the anti-tumor efficacy of direct tumor-targeting mAbs (CD20) (Souza-Fonseca-Guimaraes et al., 2016) through enhancement of natural killer (NK) cell-mediated antibody-dependent cellular cytotoxicity (ADCC) (Gill et al., 2012, Kohrt et al., 2011), which has moved to the clinical setting for validation. Apart from these data, there are few other studies examining the combination of direct tumor-targeting and immunomodulatory mAbs. To this end, we examined whether the anti-tumor efficacy of the archetypal direct-targeting mAb, anti-CD20, could be enhanced by different immunomodulatory mAbs.

CD27 is a member of the tumor necrosis factor receptor (TNFR) superfamily and exists as a type 1 transmembrane, disulfide-linked homodimer (van Lier et al., 1987). Unlike other TNFR members, which are only expressed following activation, CD27 is constitutively present on all subsets of T cells (van Lier et al., 1987), a subset of NK cells (Sugita et al., 1992), and memory B cells (Xiao et al., 2004). Upon T cell activation, CD27 expression is further transiently upregulated (de Jong et al., 1991). On T cells, the simultaneous engagement of the T cell receptor (TCR) and CD27, such as by its ligand, CD70, is required for its costimulatory effects (Arens et al., 2001, Keller et al., 2008). CD70-CD27 interaction leads to recruitment of TNFR-associated factor (TRAF) proteins to the CD27 cytoplasmic tail (Akiba et al., 1998, Gravestein et al., 1998). Subsequent activation of canonical and non-canonical nuclear factor-κB (NF-κB) and c-Jun-N-terminal kinase (JNK) signaling pathways follows to elicit cellular responses (Ramakrishnan et al., 2004) involving CD8^+^ T cell priming, proliferation, survival, and cytotoxicity (Carr et al., 2006, Rowley and Al-Shamkhani, 2004, Taraban et al., 2006). On other cell types, CD70/CD27 interaction supports B cell expansion in the germinal center (Xiao et al., 2004). A subset of NK cells also express CD27, and here engagement of CD27 has been shown to increase interferon gamma (IFNγ) secretion, albeit without a concomitant enhancement of NK cytotoxicity (Takeda et al., 2000). The anti-tumor effect of CD27 ligation has been demonstrated in murine B cell lymphoma (French et al., 2007) and melanoma models (Roberts et al., 2010), and preliminary results of the phase I studies of the anti-human CD27 mAb, varlilumab demonstrate that it is well tolerated and has anti-tumor efficacy (Burris et al., 2017).

## Results

### Combining Anti-CD20 with Most Immunomodulatory mAbs Does Not Result in Robust Improvements in Therapeutic Efficacy

As an initial screen to investigate whether the therapeutic efficacy of anti-CD20 could be enhanced by combination with immunomodulatory mAbs, we used the syngeneic, immunocompetent murine B cell lymphoma model, BCL_1_ (Slavin and Strober, 1978). Anti-CD20 was tested in combination with mAbs to costimulatory receptors, OX40, 4-1BB, GITR, or checkpoint blockers TIGIT, PD-L1, PD-1, or CTLA-4 (Figures 1A–1F). Anti-CD20 alone provided a modest survival benefit with a median survival of 29.5 days compared with 21 days with control mice. When anti-CD20 was combined with immunomodulatory reagents, only anti-OX40 provided a modest benefit with a median survival of 45.5 days (Figure 1A), with the other reagents providing small, non-statistically significant improvements in tumor control. 4-1BB mAb was highly effective as a single agent in this model, with 56% of mice surviving beyond 100 days, but addition of anti-CD20 did not improve its therapeutic efficacy (Figure 1F).

**Figure 1:**
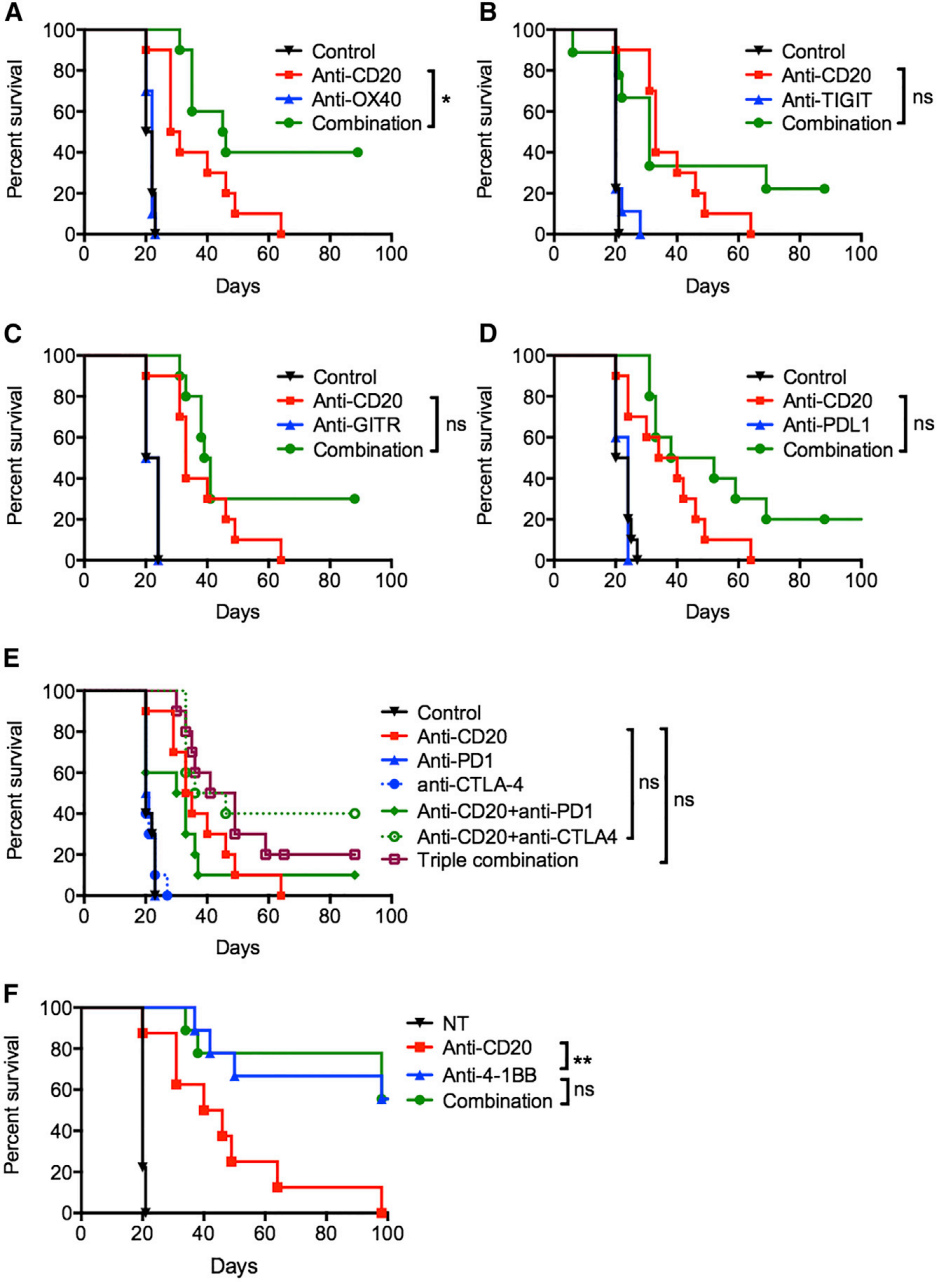
Combining Anti-CD20 with Immunomodulatory mAbs in B Cell Lymphoma BCL_1_-bearing mice were treated with isotype control, anti-CD20 on day 4 (200 μg) alone, or with: (A) anti-OX40 (250 μg) on days 5 and 9; (B) anti-TIGIT (200 μg) on days 5, 8, and 11; (C) anti-GITR (250 μg) on days 5 and 8; (D) anti-PD-L1 (200 μg) on days 5, 7, 9, 11, and 13; (E) anti-PD-1 (250 μg) on days 5, 7, and 9, or anti-CTLA-4 (100 μg) on days 5, 7, and 9; (F) anti-4-1BB (200 μg) on days 5, 8, and 11. Graphs show n = 10 per group, compiled from two independent experiments. Log-rank test was used to assess p values; ^∗^p < 0.05, ^∗∗^p < 0.01.

### Anti-CD27 Enhances Direct Tumor-Targeting mAb Therapy

An agonistic mAb against CD27 was also tested with anti-CD20 in the same model (Figure 2A). Anti-CD27-treated mice had improved survival compared with control or anti-CD20-treated mice, but, significantly, when given in combination with anti-CD20, 100% of the mice were cured beyond 100 days.

**Figure 2:**
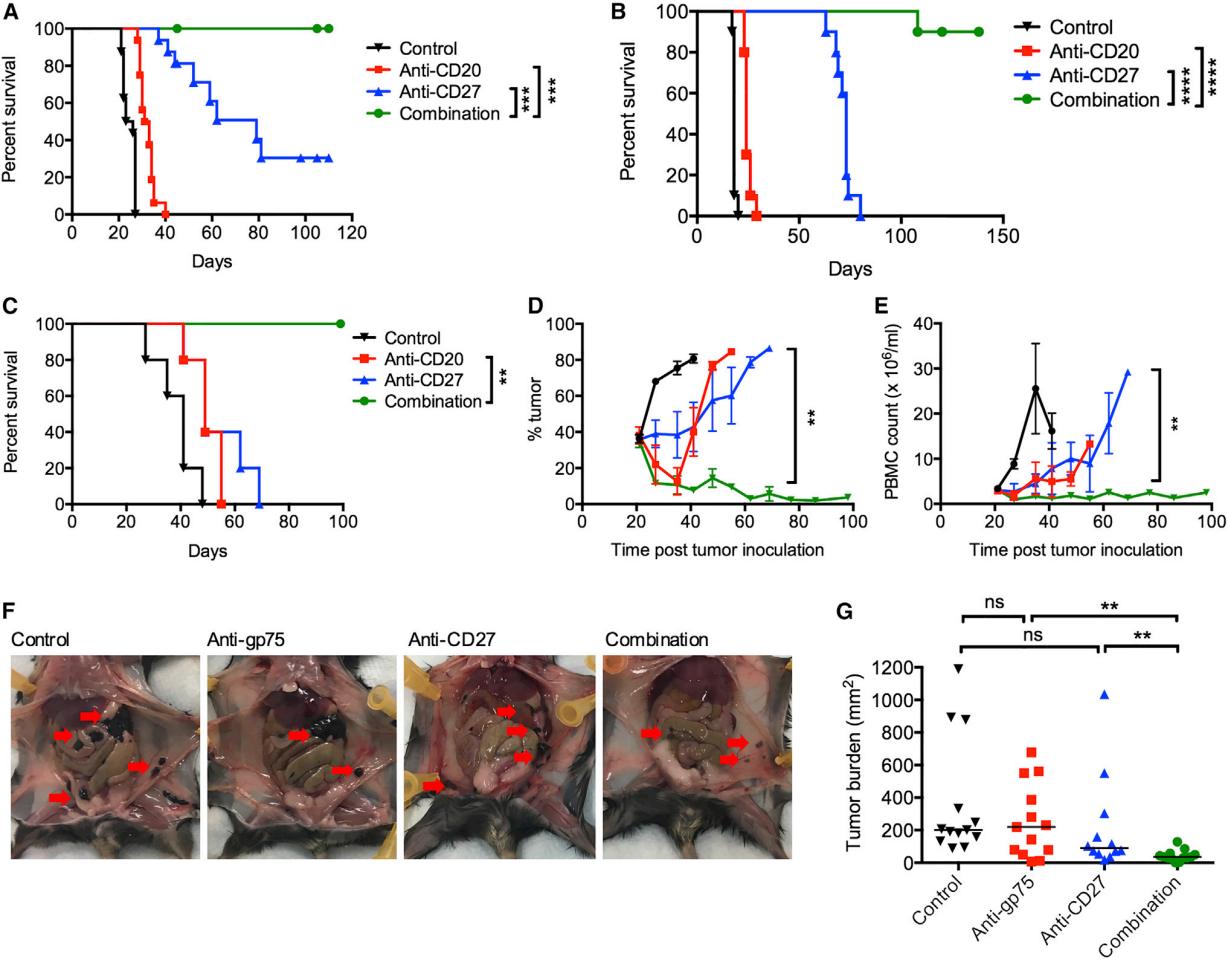
Anti-CD27 in Combination with a Tumor-Targeting mAb (A) BCL_1_-bearing mice were treated with isotype control, anti-CD20 (200 μg) on day 4, anti-CD27 (100 μg) on days 5–8, or in combination. Graph shows n = 15 per group, representative of three independent experiments. (B) A31-bearing mice were treated with isotype control, anti-CD20 (200 μg) on days 4 and 14, anti-CD27 (100 μg) on days 5–8 and 15–18, or in combination. Graph shows n = 10 per group, compiled from two independent experiments. Data were assessed using log-rank test; ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001. (C–E) Eμ-TCL1-bearing mice were treated with anti-CD20 (250 μg) or anti-CD27 (100 μg) the next day, or the combination, >3 weeks post-tumor inoculation when peripheral tumor was >10%. Graphs show n = 6/group, representative of two independent experiments. Animal survival (C), peripheral blood tumor burden (D), and total PBMC count (E). Mean and SEM shown. Log-rank test was used in (C) and Mann-Whitney test in (D and E); ^∗∗^p < 0.01. (F and G) C57BL/6 mice were inoculated with 50,000 B16F10 tumor cells intraperitoneally on day 0, and treated with anti-gp75 (50 μg) on day 0 and anti-CD27 (100 μg) on day 1 (all intraperitoneally). Mice were harvested on day 13, and peritoneal metastases were measured. Representative photographs are shown in (F), with metastases highlighted by the red arrows. The graph in (G) shows data accumulated from two experiments, n = 11–12 mice per group. Mann-Whitney test was used to assess the p value; ^∗∗^p < 0.01. See also Figures S1.

To ensure that the therapeutic benefit of anti-CD20/CD27 therapy was not confined to the BCL_1_ model, the combination was also tested in the A31 B cell lymphoma (Cobb et al., 1986) (Figure 2B) and Eμ-TCL1, B-chronic lymphocytic leukemia (Bichi et al., 2002) models (Figures 2C–2E). In both models, anti-CD20 alone provided a modest therapeutic benefit. Anti-CD27 alone also improved survival of tumor-bearing mice, particularly in the A31 model. However, in combination, a significant improvement was observed, with all mice surviving beyond 100 days. In the Eμ-TCL1 model, therapy provided by either anti-CD20 or anti-CD27 alone was minimal (Figures 2C–2E), yet the combination delivered efficient tumor depletion, leading to experimental cures.

We also examined anti-CD27 with another direct tumor-targeting mAb, anti-gp75, in the B16F10 melanoma model (Figures 2F and 2G), where peritoneal metastases were assessed on day 13 after tumor inoculation (Otten et al., 2008). Anti-gp75 and anti-CD27 individually had some activity in reducing tumor burden but the combination was superior (Figure 2G).

These investigations demonstrate that agonistic anti-CD27 can improve the anti-tumor efficacy of a tumor-targeting mAb to B cell lymphoma in a way not seen with other immunomodulatory mAbs.

### Combination Therapy Is Partly Dependent on T Cells

Subsequent investigations aimed to dissect the mechanism by which anti-CD27 enhances anti-CD20 therapy. First, we examined the expression of CD27 on the B cell tumors examined, alongside potential immune effectors (Figures S1A and S1B). Anti-CD27 did not bind to BCL_1_, A31, or Eμ-TCL1, and so is not acting as a direct tumor-targeting mAb. Consistent with previous reports (Sugita et al., 1992, van Lier et al., 1987), CD27 was expressed constitutively on NK cells and all subsets of T cells.

Given that CD27 is a well-described costimulatory receptor on T cells, we examined the effect on T cells in the BCL_1_ model. BCL_1_-bearing mice treated with anti-CD27 and anti-CD20/CD27 had nearly 3-fold more activated CD8^+^ T cells (CD62L^hi^CD44^+^ and CD62L^lo^CD44^+^) in the spleen than control and anti-CD20-treated mice on day 13 (Figures 3A and 3B). Further, there was a significant increase in the number of CD8^+^ T cells in the anti-CD20/CD27 group compared with anti-CD20 alone (median 13.6 × 10^6^ versus 3.6 × 10^6^, respectively) (Figure 3C). A marked increase in CD8^+^ T cell count was also observed with anti-CD27 alone (median 15.6 × 10^6^), and this was significantly different compared with the control group (median 8.8 × 10^6^). Increased numbers of regulatory T cells (Tregs) were also observed with anti-CD27- and combination-treated groups. Despite the increase in Tregs, the total CD8^+^/Treg ratio was higher in the combination group compared with anti-CD20 alone (medians 5.9 versus 3.2, respectively).

**Figure 3:**
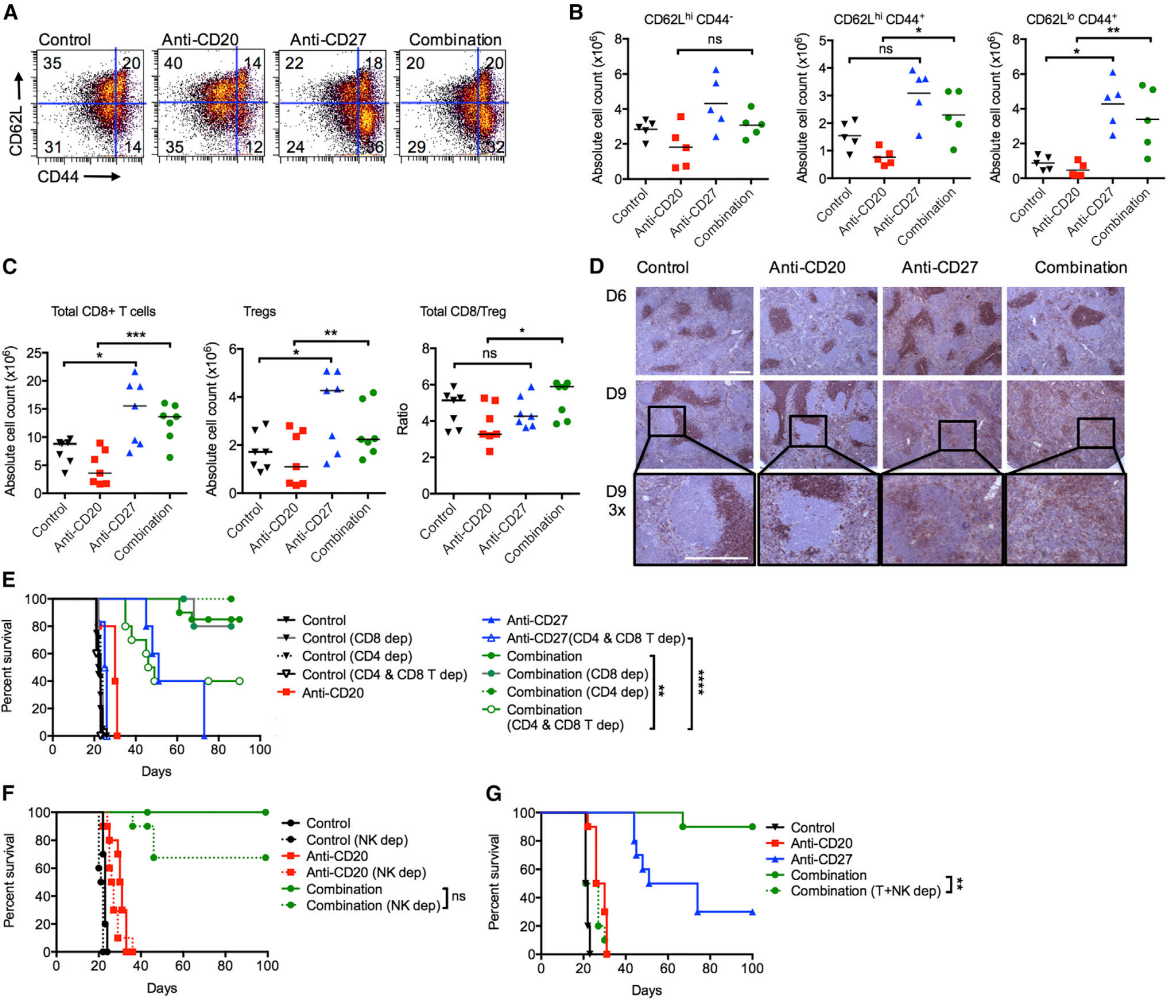
Anti-CD27 Stimulation of CD8^+^ T cells (A–C) BCL_1_-bearing mice were treated as described in Figure 2A, and spleens were harvested on day 13. Cell counts were obtained, and cells were analyzed by flow cytometry. (A) Representative flow cytometry plots showing the percentages of activated CD8^+^ T cells, denoted by CD62L and CD44 expression, upon treatment with either control, anti-CD20, anti-CD27, or in combination. (B) Graphs showing cumulative data from (A), n = 5 per group, medians shown. (C) Graphs show absolute numbers of CD8^+^ T cells, Tregs, and CD8^+^/Treg ratio, n = 7 per group, medians shown, ns indicates not significant. Student’s t test was used for (B) and Wilcoxon test for (C) to assess p values; ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. (D) BCL_1_-bearing mice were treated as in (A), and spleens were harvested on days 6 and 9 and stained for CD8 by immunohistochemistry. Both scale bars represent 500 μm. Boxed inset enlarged ×3. (E) BCL_1_-bearing mice were depleted of CD8^+^, CD4^+^, or both cell types, and treated as described in Figure 2A. Graphs show n = 5–10 per group, representative of two independent experiments, ns indicates not significant. (F) BCL_1_-bearing mice were depleted of NK cells and treated with isotype control, anti-CD20, anti-CD27, or the combination. Graphs show n = 5–10, from two independent experiments, ns indicates not significant. (G) BCL_1_-bearing mice were depleted of T and NK cells, and treated with isotype control, anti-CD20, anti-CD27, or the combination. Graphs show n = 5, representative of two independent experiments. Log-rank test was used to assess p values; ^∗∗^p < 0.01, ^∗∗∗∗^p < 0.0001. See also Figure S2.

When the spleens of control and treated BCL_1_-bearing animals were examined on days 6 and 9 by immunohistochemistry, a change was observed in the pattern of CD8 staining (Figure 3D). In control and anti-CD20 treated mice, CD8^+^ staining was confined to the interfollicular regions. In contrast, in anti-CD27- and combination-treated mice, staining was observed in both the interfollicular and follicular regions on day 6 and throughout the whole spleen on day 9. This demonstrates that anti-CD27 given alone, or in combination with anti-CD20, alters the CD8^+^ T cell distribution.

Altogether, this and published data (French et al., 2007) suggest that anti-CD27’s anti-tumor effect is in part mediated by CD8^+^ T cells. To directly assess their contribution to the immunotherapy in the BCL_1_ model, we depleted CD4^+^, CD8^+^, or both CD4^+^ and CD8^+^ T cells (Figure 3E). As expected, deletion of both CD4^+^ and CD8^+^ T cells abrogated anti-CD27 monotherapy. Deletion of either CD4^+^ or CD8^+^ alone had minimal impact, but deletion of both CD4^+^ and CD8^+^ T cells together reduced therapeutic efficacy of the combination therapy, albeit incompletely. This suggests that, while T cells are important, additional mechanisms of tumor killing compensate for the loss of T cell cytotoxicity in the anti-CD20/CD27-treated cohorts.

### The Contribution of NK Cells to Anti-CD20/CD27 Combination Therapy

The other main population of immune effector cells that express CD27 are NK cells, so we explored the ability of anti-CD27 to activate these cells *in vivo*. Naive wild-type (WT), *Fcgr3*^*−/−*^ (FcγRIII^−/−^) or SCID (severe combined immune deficiency) mice were treated with a single dose of anti-CD27, and the expression of the activation marker, KLRG1, was monitored on peripheral blood NK cells (Figures S2A and S2B). Treatment with anti-CD27 or anti-CD20/CD27 resulted in a ∼20% increase in KLRG1^+^ NK cells compared with controls in WT mice. A similar level of increase was also observed in FcγRIII^−/−^ mice, indicating that NK activation occurred directly via CD27 and not via Fc-FcγR binding (through FcγRIII). Equally, the increase of KLRG1^+^ NK cells in SCID mice indicates that NK activation does not occur indirectly via CD27-mediated T cell activation as T cells are absent in these mice.

To directly investigate the contribution of NK cells to therapy, they were depleted in the BCL_1_ model (Figure 3F) using appropriate doses and formulations of anti-asialo GM1 (Turaj et al., 2017). NK depletion alone did not significantly alter the survival of control or anti-CD20-treated mice. However, there was impairment of survival in the combination-treated mice after NK depletion compared with non-depleted mice. Thus, akin to T cells, anti-CD27 directly activates NK cells, but anti-CD20/CD27 therapy is not entirely dependent on them.

However, when NK and T cells were simultaneously depleted, the therapeutic benefit of adding anti-CD27 to anti-CD20 was abrogated, such that the mice had the same median survival as those treated with anti-CD20 alone (control, 22 days; anti-CD20, 30 days; combination arm with T and NK depletion, 27 days) (Figure 3G). Thus, the therapeutic efficacy of anti-CD20/CD27 therapy requires either T or NK cells to augment tumor control by anti-CD20 by a hitherto unknown mechanism.

### Anti-CD27 Promotes Intratumoral Myeloid Cell Infiltration

It is recognized that anti-CD20-mediated antibody-dependent cellular phagocytosis (ADCP) is carried out by myeloid cells (Uchida et al., 2004, Beers et al., 2010). Figures 2D and 2E show that there is a greater level of B cell depletion when anti-CD27 is combined with anti-CD20 in the Eμ-TCL1 model. We sought to validate these findings in the BCL_1_ model and to examine whether anti-CD27 altered the myeloid compartment. Spleens of BCL_1_-bearing mice were harvested on day 9 or 13 after tumor inoculation, and tumor cells, normal B cells, NK cells, macrophages, monocytes, and neutrophils were enumerated (Figures 4A–4F). Consistent with observations in the Eμ-TCL1 model, anti-CD20 rapidly depleted malignant and normal B cells while minimal difference was seen in the tumor load between control and anti-CD27-treated mice at these time points (Figures 4A and 4B). Combined anti-CD20/CD27 therapy was more effective than anti-CD20 alone in depleting B cells, most evidently with normal B cells at day 9 (means, 12.6 × 10^6^ versus 3.8 × 10^6^, anti-CD20 versus combination) (Figure 4B). We observed a trend toward reduction in splenic NK cells with anti-CD27 and combined anti-CD20/CD27 treatment compared with controls, most noticeably on day 13 (Figure 4C), which is described following NK activation (Robbins et al., 2004).

**Figure 4:**
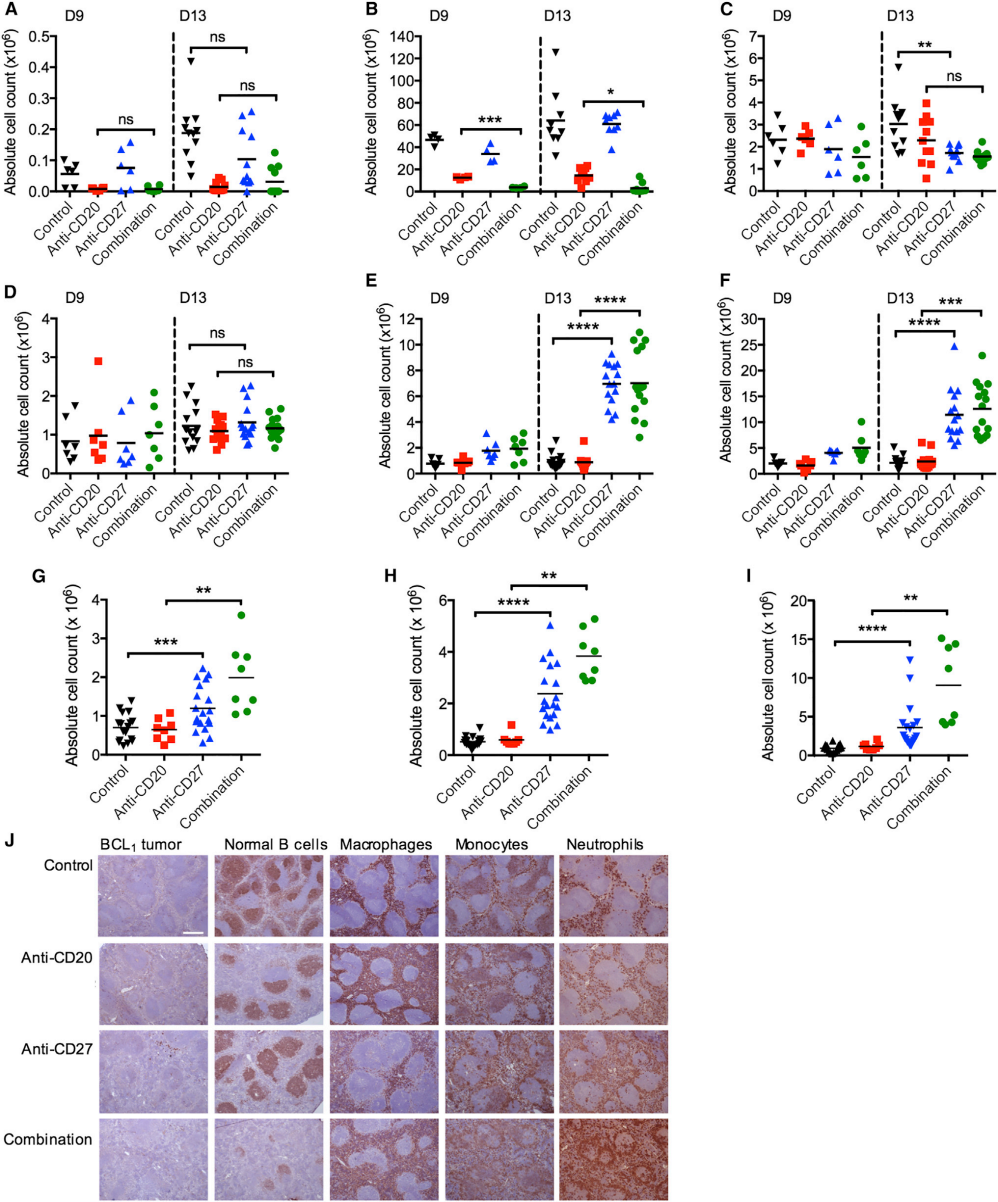
The Effect of Anti-CD27 on Intratumoral Myeloid Cells (A–F) BCL_1_-bearing mice were treated as previously described and spleens harvested on days 9 and 13 and examined for tumor (A), normal B cells (B), NK cells (C), macrophages (D), monocytes (E), and neutrophils (F). Graphs n = 6–15 per group, means shown. (G–I) Naive mice were treated as in (A–F) and spleens harvested on day 13 and examined for macrophages (G), monocytes (H), and neutrophils (I) (n = 8–17 per group), means shown. Student’s t test (A, C–E, and G) and Wilcoxon test (B, F, H, and I) were used to assess p values; ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, and ^∗∗∗∗^p < 0.0001. (J) BCL_1_-bearing mice treated as in (A–F) and spleens harvested on day 9 and stained for tumor (BCL_1_), normal B cells (B220), macrophages (F4/80), monocytes (CD14), and neutrophils (Ly6c/Ly6g) by immunohistochemistry. Scale bar represents 500 μm. See also Figure S3.

Examination of the myeloid compartment in the spleen at the same time points demonstrated no significant changes in macrophage numbers (Figure 4D) but marked increases in monocytes and neutrophils (Figures 4E and 4F). There was an 8- to 9-fold increase in numbers of monocytes and a 5- to 7-fold increase in neutrophils in anti-CD27 and combination arms, compared with control and anti-CD20 alone.

A similar trend of increased myeloid cell infiltration was also observed in the spleen when the experiment was repeated in naive non-tumor-bearing mice (Figures 4G–4I), indicating that these changes are CD27 related and not tumor driven. In this case, macrophage numbers were also significantly elevated in the combination group compared with anti-CD20 alone (means, 2.0 × 10^6^ versus 0.7 × 10^6^, respectively). Monocytes and neutrophils were increased 6- and 7-fold, respectively (combination group versus anti-CD20 alone).

The spleens of BCL_1_-bearing mice were also examined by immunohistochemistry on day 9 (Figure 4J). At this time point, the tumor burden is still low (Figure 4A) and the splenic architecture preserved, allowing changes in immune populations to be better appreciated. Figure 4J shows clear evidence of B cell depletion by anti-CD20 and that this is enhanced by the addition of anti-CD27. Consistent with the flow cytometry data (Figures 4E and 4F), there was increased monocyte and neutrophil staining in the anti-CD27 and anti-CD20/CD27 groups but no obvious increase in macrophages at this early time point.

Depletion of neutrophils had minimal effect on anti-CD20-mediated B cell depletion (Figures S3A and S3B) and there was no statistically significant impact on the survival of anti-CD20/CD27-treated BCL_1_ mice (Figure S3C). Macrophage depletion was also performed using liposomal-encapsulated clodronate, but depletion of macrophages itself impairs BCL_1_ tumor growth, thus preventing us from assessing the contribution of macrophages to anti-CD20/CD27 therapy (Figure S3D). However, we and others have previously shown that macrophages are the main effectors of anti-CD20-mediated B cell depletion (Minard-Colin et al., 2008, Beers et al., 2010, Tipton et al., 2015b).

### Anti-CD27 Indirectly Promotes Infiltration and Activation of Myeloid Cells

CD27 is not expressed on macrophages, monocytes, or neutrophils (Figure S3E), ruling out direct activation of these cells by anti-CD27. We hypothesized that, upon activation by anti-CD27, T and NK cells release chemokines and cytokines that attract and activate myeloid cells. To investigate this, naive mice were treated with anti-CD20, anti-CD27, or the combination, and mRNA was isolated from the spleens and analyzed with a chemokine and cytokine gene expression array (Figure S4A). Genes that were significantly upregulated in anti-CD27 and/or combination arms in comparison with the control group are shown in Figure 5A. We observed increased expression of *Fasl*, *Trail* (*Tnfsf10*), and *Ifng* in mice treated with anti-CD27 ± anti-CD20, supportive of increased T and/or NK cytotoxicity. *Cxcl9*, which is associated with a T_H_1 response, and T cell trafficking (Guirnalda et al., 2013, Loetscher et al., 1996) was also increased, in line with the changes observed in Figure 3D. Conversely, no significant change was observed in cytokines associated with T_H_2 responses, such as *Il4*, *Il5*, and *Il13* (Figure S4A). Furthermore, chemokines associated with myeloid cell trafficking, such as *Ccl3* and *Ccl4*, were elevated in mice treated with anti-CD20, anti-CD27, and the combination.

**Figure 5:**
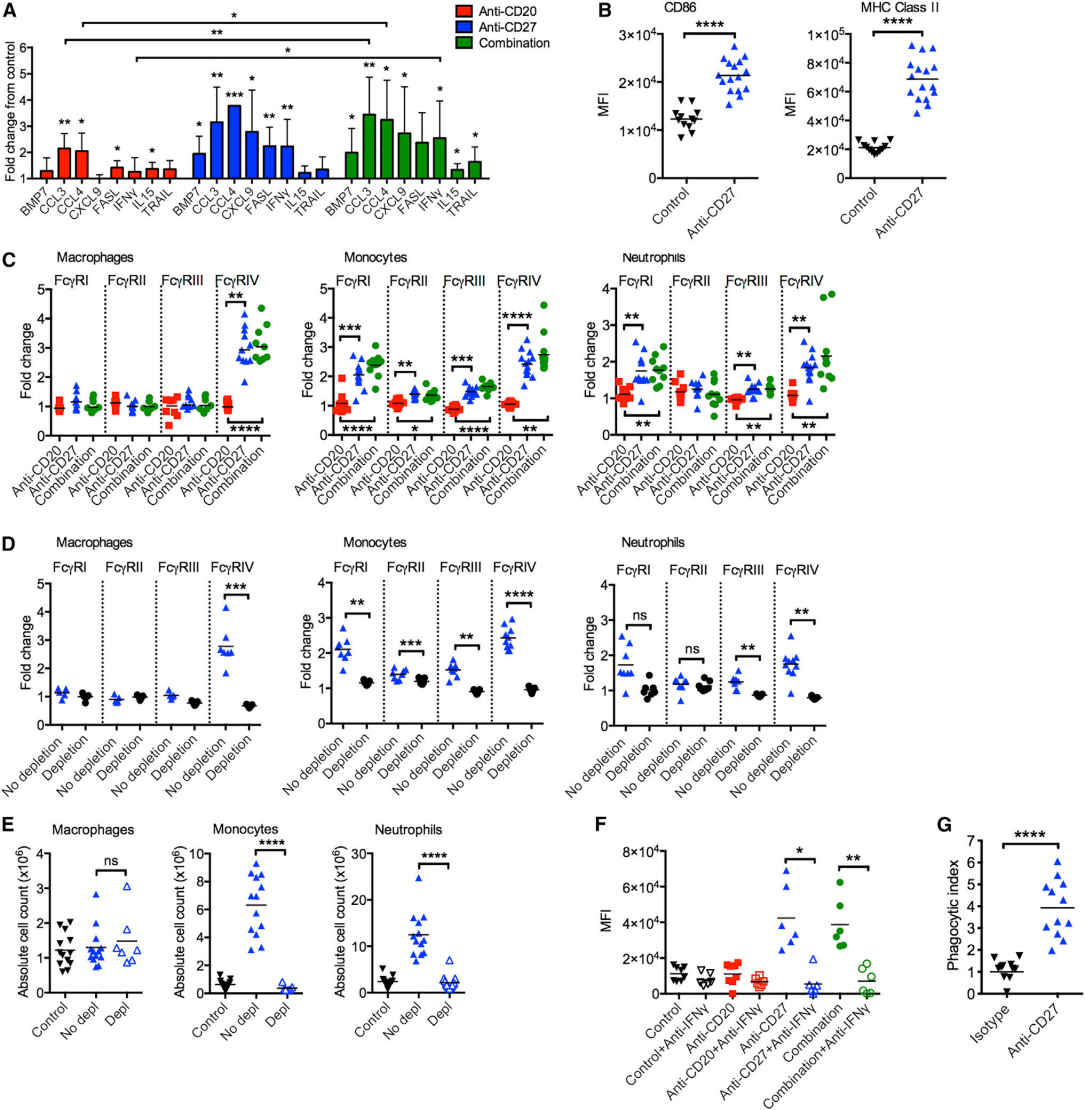
The Effect of Anti-CD27 on Macrophages (A) Naive mice were treated as described in Figure 2A, spleens were harvested on day 9, and RNA was extracted for cytokine and chemokine profiling. The graph is a summary of the genes that are significantly upregulated over the control sample. Means and 95% confidence interval limits shown. (B) CD86 and MHC class II expression on splenic macrophages in naive mice treated with isotype control or anti-CD27. MFI values are shown. Means are shown, n = 12–16/group. (C) BCL_1_-bearing mice were treated as previously described, and myeloid cells were harvested on day 13 and FcγR expression assessed. The fold change of MFI values over isotype-treated mice are shown. Means are shown, n = 7–11 per group. (D) Tumor-bearing mice treated with isotype control or anti-CD27 mAb therapy as previously described were not depleted (No depletion) or simultaneously depleted of T and NK cells (Depletion). Myeloid cells were harvested on day 13, and FcγR expression was assessed. The fold change of MFI values over isotype-treated mice are shown. Means are shown, n = 7–10 per group. (E) Mice were treated as in (D). Absolute numbers of myeloid cells in the spleen of isotype control, combination treated (No depletion), and combination treated (T and NK depletion) are depicted. Means are shown, n = 7–13 per group. (F) Tumor-bearing mice were treated with isotype control, anti-CD20, anti-CD27, or in combination, with or without an IFNγ-neutralizing mAb. Splenocytes were harvested on day 13, and FcγR expression was examined on macrophages. n = 6–8 per group. (G) Naive mice were treated with an isotype control or anti-CD27, and peritoneal macrophages were harvested on day 13. Macrophages were co-cultured with carboxyfluorescein succinimidyl ester (CFSE)-labeled huCD20 tg B cells opsonized with an isotype control or anti-CD20 for 1 hr, and CFSE and F4/80 double-positive cells were examined. The phagocytic index is shown. Means are shown, n = 12. Wilcoxon test was used to analyze p values in monocytes and neutrophils in (C) and (E–G), and Student’s t test for the remaining data; ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001. See also Figure S4.

It is recognized that macrophages are phenotypically and functionally plastic and have the capacity to both kill tumor and promote its development (Biswas and Mantovani, 2010), with both types capable of mediating ADCP (Dahal et al., 2017). The upregulation of *Ifng* and *Cxcl9* by anti-CD27, and combination therapy (Figure 5A), indicate that these treatments polarize the macrophages toward an anti-tumor phenotype. Consistent with these data, mice treated with anti-CD27 also upregulate CD86 (2-fold) and major histocompatibility complex (MHC) class II (3-fold) on macrophages (Figure 5B). Furthermore, in the BCL_1_ tumor microenvironment, anti-CD27 and anti-CD20/CD27 also increased the expression of FcγRIV, a key activatory FcγR involved in mediating ADCP on murine macrophages (Hamaguchi et al., 2006, Biburger et al., 2011, Gul et al., 2014, Tipton et al., 2015a) (Figure 5C). In combination treatment, FcγRIV increased 3-fold compared with anti-CD20-treated mice. No obvious changes were observed in the expression of the other activatory FcγRs, FcγRI, and FcγRIII or the inhibitory FcγR, FcγRII on macrophages. On monocytes, anti-CD27 and combination therapy upregulated all of the FcγRs, but the biggest change was seen with FcγRIV, where there was a 2.5-fold upregulation compared with anti-CD20 (Figure 5C). On neutrophils, the combination arm upregulated all of the activatory FcγRs (FcγRI, FcγRIII, and FcγRIV) but to a lesser degree than on macrophages and monocytes.

To confirm that myeloid cell activation was occurring indirectly through T and NK cells, both populations were depleted in BCL_1_-bearing mice treated with anti-CD27 therapy (Figure 5D). In the absence of T and NK cells, all the FcγRs failed to upregulate. Further, the profound infiltration of intratumoral monocytes and neutrophils previously observed (Figures 4E and 4F) was also abrogated (Figure 5E).

We further hypothesized that IFNγ released by anti-CD27-activated T and/or NK cells mediated these myeloid changes (Figure 5F). *In vivo* neutralization of IFNγ in BCL_1_-treated mice also abrogated the upregulation of FcγRIV on macrophages and monocytes (Figures 5F and S4B). On neutrophils, the FcγRIV upregulation was attenuated to a lesser extent (Figure S4C). FcγRI upregulation was also reduced on monocytes and neutrophils (Figures S4B and S4C). Finally, the neutralization of IFNγ also reduced the infiltration of macrophages in the combination arm but not monocytes or neutrophils (Figure S4D). Altogether, these experiments demonstrate that the upregulation of FcγRIV on myeloid cells is entirely dependent on IFNγ released by anti-CD27-activated T and/or NK cells, and that IFNγ also contributed toward intratumoral macrophage recruitment.

To demonstrate that anti-CD27-activated macrophages have improved ADCP capacity, peritoneal macrophages treated with anti-CD27 *in vivo* were harvested and examined in an *ex vivo* phagocytosis assay. Like splenic macrophages, peritoneal macrophages upregulated FcγRIV ∼3.5-fold following anti-CD27 treatment (Figure S4E). Moreover, anti-CD27-activated macrophages phagocytosed significantly more anti-CD20-opsonized B cells than isotype-control-treated macrophages (5-fold increase in phagocytic index) (Figures 5G and S4F).

### Single-Cell RNA Gene Expression Profiling of Anti-CD20/CD27 Therapy

To further characterize cell-type-specific changes elicited by anti-CD27 treatment, single-cell RNA sequencing was performed on cells isolated from spleens of BCL_1_-bearing mice (day 13), treated as previously described (Figures 6A–6E and S5A–S5F). 

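Drop-seq encloses each cell with a barcoded bead in a droplet, so that every transcript carries a cell barcode and a unique molecular identifier (UMI). The spleens came from mice given 10000 cells of BCL1, a mouse B cell lymphoma, and were taken on day 13 after isotype control, anti-CD20, anti-CD27 or the combination of both antibodies. Anti-CD20 was given at 200 μg and anti-CD27 at 100 μg per injection. The single-cell part of the methods places anti-CD20 on day 1 and anti-CD27 on days 2 to 5. The tumor model part of the methods, the legend of Figure 2A and the labels of the samples place them on day 4 and on days 5 to 8. Each treatment is 1 library, with no replicate, and the number of mice behind a library is not given in the paper's text. The cells used here as the isotype control carry the name PBS in the deposited table.

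The authors deposited raw UMI counts for 17252 genes in 3198 cell barcodes, and all values below were computed from these counts. The cells kept held between 440710 UMIs in the isotype control and 939565 in the anti-CD20 library. Because cells of 1 library are not replicates, no test was made between treatments. Shares of cells are given with exact Clopper-Pearson 95% intervals, or where no cell was found with the limit that a floor of 3 cells sets, their differences with Newcombe intervals, normalized counts (CPM, scaled to the total of the library or class) with exact Poisson intervals, and ratios of CPM with exact conditional intervals. These intervals cover counting error only, not the variation between mice. Those of CPM and of its ratios take every UMI as independent, so they also leave out the variation between cells. They are too narrow where many UMIs lay in 1 cell.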

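The cells of the 4 libraries were clustered together, and clusters were given the names of cell types from fixed lists of markers. The rule that turned markers into names was set after the clusters had been seen. These names were rebuilt from the counts and may differ from the paper's assignment. B-like cells were led by Ly6d, Fcer2a and Cr2, and germinal center B-like cells by Rgs13 and Nuggc. A cluster led by Gzmk, Gzmb, Nkg7 and the chemokine genes Ccl3, Ccl4 and Ccl5 was named effector CD8 T-like, although Cd8a or Cd8b1 was detected in 54.5% of its 165 cells and Cd4 in 10.9%. Macrophage/monocyte-like cells formed clusters 5 (C1qa, Vcam1 and the interferon-induced Cxcl9) and 9 (F13a1 and Ccr2). Granulocyte-like cells formed clusters 6 (Cxcr2, Csf3r and the inflammatory Il1b) and 8 (Camp, Ltf and Ngp), and erythroid-like cells formed clusters 4 and 11. No cluster was left unnamed at this setting. No cells were removed as doublets beyond the upper limit on genes.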

We observed a number of changes consistent with the flow cytometry and qPCR array data. First, there was a striking absence of B cells within the combination arm, when compared with anti-CD20 alone (Figure 6B), indicative of enhanced B cell depletion with combination therapy. 

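B cells carry the CD20 antigen and are the cells that anti-CD20 depletes, and the BCL1 lymphoma is itself of B cell origin. B-like and germinal center B-like cells were therefore counted together. They made up 42.7% of cells after anti-CD20 (214 of 501, 95% interval 38.3% to 47.2%) and 0.694% after the combination (3 of 432, 0.143% to 2.02%). The difference between these libraries was -42.0 percentage points (-46.4 to -37.6). In the isotype control the share was 64.4% (219 of 340, 59.1% to 69.5%), and after anti-CD27 it was 38.2% (190 of 497, 33.9% to 42.7%).

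Germinal center B-like cells were found in 2 of the libraries. They were 12.6% of cells in the isotype control and 21.0% after anti-CD20. After anti-CD27 none of 497 cells belonged to this class, which by a floor of 3 cells allows a share of up to 0.604%, and after the combination none of 432, which allows up to 0.694%. Cells of the anti-CD20 B-like class were deeper than those of the isotype control, with medians of 1853 and 986 UMIs.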

Second, myeloid and effector CD8^+^ T cells were markedly increased in the anti-CD27 and combination arms, as illustrated by the higher cell counts (Figure 6B) and expression of the proliferation marker, *Mki67* (Figure S5A) in these populations. 

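The paper names macrophages as the main effectors of B cell depletion by anti-CD20 and found minimal effect of neutrophil depletion on it. CD27 is a costimulatory receptor of T cells. Myeloid cells and effector CD8 T-like cells both formed larger shares of the libraries with anti-CD27. Macrophage/monocyte-like and granulocyte-like cells together were 5.88% of cells in the isotype control (20 cells) and 17.9% after anti-CD27 (89 cells), a difference of 12.0 percentage points (7.68 to 16.2). They were 5.79% after anti-CD20 (29 cells) and 36.3% after the combination (157 cells), a difference of 30.6 points (25.5 to 35.5). Effector CD8 T-like cells were 1.18% of cells in the isotype control and 13.7% after anti-CD27, a difference of 12.5 points (9.22 to 15.9). Their shares after anti-CD20 and the combination were 3.99% and 16.9%, a difference of 12.9 points (9.05 to 17.0). Fewer B cells raise every other share. Among cells other than B-like and germinal center B-like, a base chosen after seeing the data, the differences were 12.5 points (3.45 to 20.2) and 26.5 points (20.5 to 32.0) for the myeloid cells and 18.8 points (12.3 to 24.2) and 10.0 points (5.23 to 14.6) for effector CD8 T-like cells, each with anti-CD27 over the isotype control first and the combination over anti-CD20 second. With classes from each cell's own markers the difference in effector CD8 T-like share was 0 points between anti-CD27 and the isotype control, with no cell of this class in either library, and -0.136 points between the combination and anti-CD20, with 2 and 3 cells, too few to compare. With cells taken by their own Cd8 and effector genes, a cutoff chosen after seeing the data, the differences were 6.72 points (3.40 to 9.92) and 6.66 points (3.34 to 10.2).

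Mki67 encodes a nuclear protein of dividing cells. In effector CD8 T-like cells it stood at 244 CPM after anti-CD20 (6 UMIs) and 884 CPM after the combination (143 UMIs), a log2 ratio of 1.86 (0.70 to 3.33). Over the alternative settings it ranged from 0.67, without called doublets and with an interval that held 0, to 2.71. The proliferation list had a median log2 ratio of 2.85 over its 25 measured genes in these cells, above all of 10000 random lists matched on expression. With a pseudocount of 50 CPM this median was 1.69. The class differed in its make-up: 5 of its 20 cells after anti-CD20 and 35 of 73 after the combination passed the cutoff on their own genes. With cells taken by that cutoff, the median was 3.74 (2.47 to 4.17) and the ratio of Mki67 2.71 (1.11 to 5.02). The cutoff took 20 cells after anti-CD20, 5 of them in this class, and 46 after the combination, 35 of them in it. The cells compared thus also differ in their clusters. Top2a, which untangles DNA in dividing cells, had 167 UMIs after the combination and none after anti-CD20. In myeloid-like cells Mki67 was lower per UMI after the combination than after anti-CD20, at 286 and 494 CPM, but 13 of the 27 UMIs after anti-CD20 lay in 1 cell. This log2 ratio of -0.79 became positive under 3 other settings of the cell filter or the clustering. All 24 Mki67 UMIs of myeloid-like cells in the isotype control lay in 1 granulocyte-like cell. Myeloid-like cells with a Mki67 UMI numbered 5 after anti-CD20, 1 in the isotype control, 19 after anti-CD27 and 29 after the combination. Thinned to 400 UMIs, with 1 cell of the isotype control left out, their shares were 13.8%, 5.26%, 7.87% and 8.28% in the same order.

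**Figure D1:**
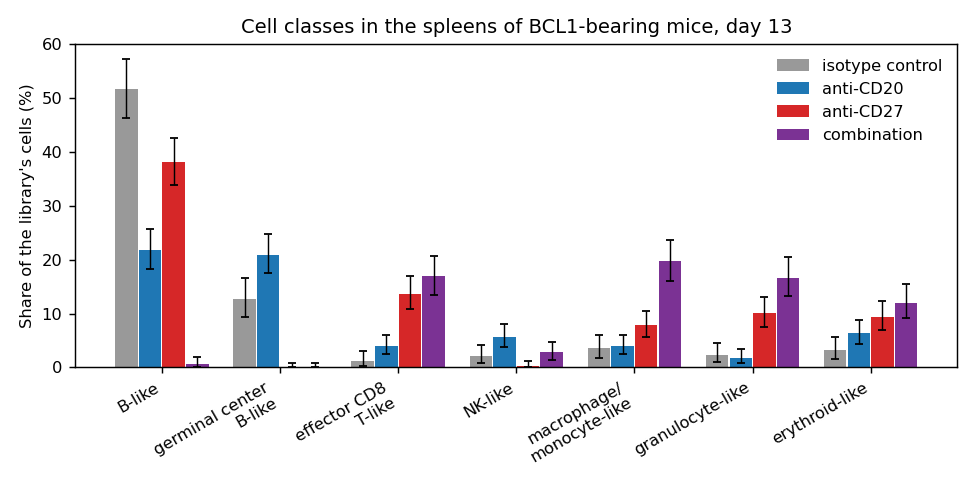
Share of each library's cells (%) in 7 cell classes, with 1 bar per treatment and exact 95% intervals for counting error. B-like cells are 0.694% after the combination, and the myeloid and effector CD8 T-like bars are higher in both libraries with anti-CD27.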

Chemokines associated with myeloid cell infiltration, specifically *Ccl3* (Figure 6C), *Ccl4* (Figure S5B), and *Ccl5* (Figure S5C), were upregulated upon anti-CD27 and combination treatment. 

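Ccl3, Ccl4 and Ccl5 encode chemokines that draw monocytes, granulocytes and T cells. Over all cells of a library, all of these genes were higher with anti-CD27. Ccl3 stood at 40.4 CPM after anti-CD20 and 157 CPM after the combination, a log2 ratio of 1.96 (1.43 to 2.51). For Ccl4 the ratio was 1.47 (1.11 to 1.85), and for Ccl5 it was 0.85 (0.73 to 0.96). Over the alternative settings these log2 ratios ranged from 0.90 to 2.34 for Ccl3, 0.43 to 1.67 for Ccl4 and 0.20 to 1.05 for Ccl5. The lowest of each was the mean over cells. Between anti-CD27 and the isotype control, the log2 ratios were 3.53 for Ccl3 (119 and 5 UMIs), 4.68 for Ccl4 (212 and 4 UMIs) and 2.63 for Ccl5 (1248 and 98 UMIs). Alternative settings gave 1.93 to 3.86, 3.52 to 4.85 and 1.93 to 2.79 in the same order. The same genes were also higher after anti-CD20 alone than in the isotype control, with log2 ratios of 1.83, 3.32 and 2.16. All 3 genes lie on chromosome 11 of mm10, Ccl3 from 83647844 to 83649355.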

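T cells and NK cells store or quickly make these chemokines when their receptors are engaged. With the libraries pooled, effector CD8 T-like cells were 9.32% of cells and held most UMIs of Ccl3 (74.8% of 306), Ccl4 (78.3% of 531) and Ccl5 (54.4% of 3921). NK-like cells were 2.71% of cells and held 9.80%, 15.4% and 28.2% of these UMIs. The order differed between libraries. After anti-CD20, NK-like cells held 586 Ccl5 UMIs and effector CD8 T-like cells 199, each class held 16 of 38 Ccl3 UMIs, the Ccl4 UMIs were 33 and 50, and in the isotype control the Ccl5 UMIs were 75 and 1. In T-like cells, Ccl3 and Ccl4 had 1 UMI each in 391 cells, at a median depth of 1010 UMIs against 1347 in effector CD8 T-like cells and 1114 in NK-like cells.

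The level within a class was then compared. Ccl5 was higher in NK-like than in effector CD8 T-like cells, with 15522 and 5511 CPM after the combination (log2 ratio 1.49, 1.32 to 1.66) and 17208 and 8100.3 CPM after anti-CD20 (1.09, 0.85 to 1.33). Ccl4 was higher in NK-like cells after the combination (0.76, 0.25 to 1.23) and lower after anti-CD20 (-1.07, -1.75 to -0.41), a value that became positive with fewer variable genes. For Ccl3 the NK-like level was 447 CPM and the effector CD8 T-like level 649 CPM after the combination, and the interval of their ratio held 0. After thinning each cell of the combination to 400 UMIs, with none left out as shallower, Ccl3 was detected in 15.1% of 73 effector CD8 T-like cells (20.5% unthinned) and 16.7% of 12 NK-like cells (25.0% unthinned), and no order is read from these shares. NK-like cells numbered 7, 28, 1 and 12 in the isotype control, anti-CD20, anti-CD27 and combination libraries.

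**Figure D2:**
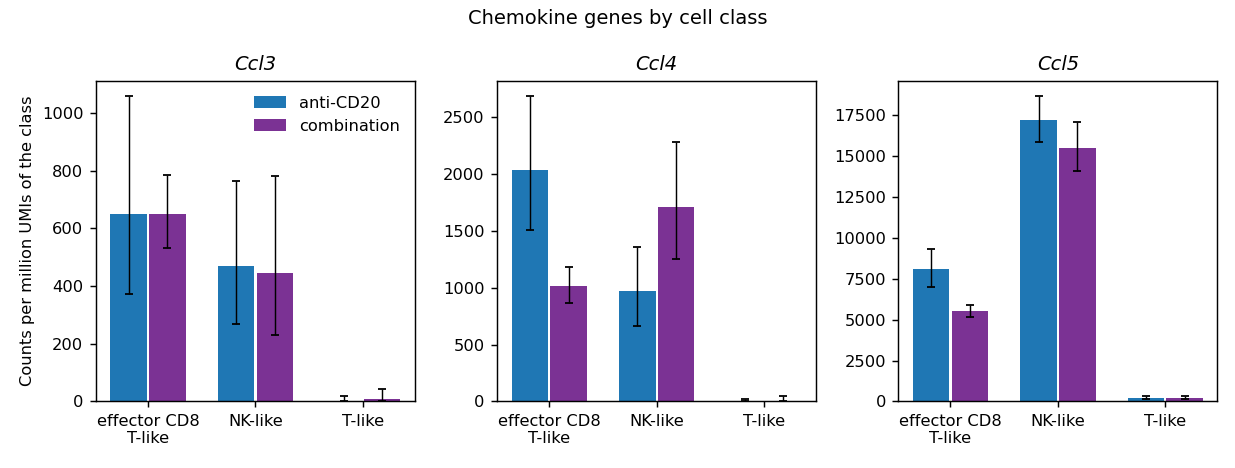
CPM of Ccl3, Ccl4 and Ccl5 in effector CD8 T-like, NK-like and T-like cells after anti-CD20 and the combination, with exact 95% Poisson intervals. Ccl5 is highest in NK-like cells in both libraries, at 17208 and 15522 CPM.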

All three chemokines were primarily expressed in effector CD8^+^ T cells, with lower levels of expression in NK cells. *Cxcl9* was also upregulated in macrophages with anti-CD27 and combination therapy (Figure S5D). 

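Cxcl9 encodes a chemokine that is induced by IFNγ and draws T cells through CXCR3. In macrophage/monocyte-like cells it stood at 304 CPM after anti-CD20 (13 UMIs, all in 1 of 20 cells) and at 2372 CPM after the combination (531 UMIs), a log2 ratio of 2.97 (2.18 to 3.88). Over the alternative settings this ratio ranged from 1.45 to 4.38. After anti-CD27 its level was 2701 CPM (251 UMIs in 39 cells), against no UMI in the 12 cells of the isotype control. With a floor of 3 counts for that library, the ratio was 12.3-fold. The lower limit of the exact interval, without that floor, was a log2 ratio of 3.31. After thinning to 400 UMIs, 41.0% of these cells held Cxcl9 after anti-CD27 (53.8% unthinned) and 40.0% after the combination (57.6% unthinned). Cells left out as shallower numbered 1 in the isotype control and none in the other libraries. In T-like cells, which should lack the gene, 0.952% held a UMI after the combination, at median depths of 927 UMIs against 2204 in the macrophage/monocyte-like cells. Dendritic-like cells carried 18.6% of the Cxcl9 UMIs after anti-CD27. Cluster 5 held 60 of the 85 macrophage/monocyte-like cells of the combination and 14 of the 20 after anti-CD20, while cluster 9 held 7 of the 12 in the isotype control. The mixture still differed within the class. At Leiden resolution 2, a cluster led by Cxcl9 held 4 cells after anti-CD20 and 46 after the combination. It held 0 in the isotype control and 23 after anti-CD27. That cluster was unnamed, and without it the ratio of the combination to anti-CD20 was 1.45. A change in the mixture is thus not separated from a change within cells.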

The upregulation of *Ifng* (Figure S5E) observed in the qPCR array was also observed here with anti-CD27 and combination therapy, and seen in effector CD8^+^ T cells, with some expression in NK cells. 

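Ifng encodes IFNγ, the cytokine by which activated T and NK cells stimulate macrophages. Its counts were low. Over all cells, 44 UMIs were found after the combination and 3 after anti-CD20, a log2 ratio of 3.91 (2.27 to 6.24). After anti-CD27 there were 23 UMIs against 1 in the isotype control, a ratio of 3.48 (0.86 to 8.84). Alternative settings gave 2.25, as the mean over cells, to 4.22 for the first ratio and 2.36 to 3.78 for the second. Effector CD8 T-like cells held 26 of the 44 UMIs after the combination and 19 of the 23 after anti-CD27. Within this class, 26 UMIs after the combination against 1 after anti-CD20 gave a log2 ratio of 1.98 whose interval held 0 (-0.62 to 7.34). NK-like cells held 3 UMIs after the combination and none after anti-CD20. A single macrophage/monocyte-like cell held 14 of the combination's UMIs, and a single effector CD8 T-like cell held 10 of the 23 after anti-CD27. No Ifng UMI was found in the 142 erythroid-like cells, at a median depth of 1694.5 UMIs.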

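Fcgr4 encodes FcγRIV, an activating receptor through which myeloid cells bind IgG2a on opsonized cells. Ifitm3 and Isg15 are induced by interferons, the former encoding a membrane protein that restricts viral entry and the latter a ubiquitin-like modifier. Of 232 Fcgr4 UMIs in all libraries, macrophage/monocyte-like cells held 60.8% and granulocyte-like cells 32.3%. In macrophage/monocyte-like cells Fcgr4 stood at 164 CPM after anti-CD20 and 460 CPM after the combination, a log2 ratio of 1.49 (0.40 to 2.84), with 31 UMIs after anti-CD27 and none in the isotype control. In granulocyte-like cells Fcgr4 was 252 CPM after anti-CD20 (3 UMIs), 245 CPM after anti-CD27 and 267 CPM after the combination. These cells numbered 9 after anti-CD20 and 8 in the isotype control, where they held no Fcgr4 UMI. Over all cells there were 152 UMIs after the combination and 10 after anti-CD20, a log2 ratio of 3.96 (3.04 to 5.05). After anti-CD27 there were 70, against none in the isotype control. Larger shares of myeloid-like cells enter these values over all cells. T-like cells held 2 Fcgr4 UMIs in 391 cells.

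Isg15 in macrophage/monocyte-like cells had a log2 ratio of 2.38 (0.98 to 4.28) between the combination and anti-CD20 and of 3.04 (0.51 to 8.37) between anti-CD27 and the isotype control. In granulocyte-like cells it was 757 CPM after anti-CD20, 824 CPM after anti-CD27 and 1524 CPM after the combination, against 148 CPM in the isotype control. Clusters 6 and 8 of this class, with 3147 and 256 CPM of Isg15 over all libraries, held 3 and 5 cells in the isotype control, 6 and 3 after anti-CD20, 26 and 24 after anti-CD27, and 46 and 26 after the combination. The mixture of the 2 clusters thus differs between libraries and enters the levels of all 3 genes in this class. Within cluster 6, Isg15 was 2089.6 CPM after anti-CD20 (9 UMIs) and 3859 CPM after the combination. Ifitm3 in granulocyte-like cells was 1257 CPM in the isotype control and 926 CPM after anti-CD20, and 3198 and 2998 CPM after anti-CD27 and the combination. In macrophage/monocyte-like cells Ifitm3 differed less, with 2126 and 2774 CPM after anti-CD20 and the combination (log2 ratio 0.38, 0.06 to 0.72). It was 3218 CPM in the isotype control and 2797 CPM after anti-CD27 (-0.20, -0.67 to 0.29), and this ratio was 0.59 with TMM factors.

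Of 57 listed interferon response genes, 54 were measured in macrophage/monocyte-like cells. Their median log2 ratio between the combination and anti-CD20 was 1.81, with 29 genes whose interval lay above 0 and 1 below it. The mixture within this class differed too. At Leiden resolution 2, a cluster led by Cxcl9 held 4 cells after anti-CD20 and 46 after the combination, one led by F13a1 6 and 25, and one led by Fcna 10 and 15. The cluster led by Cxcl9 was unnamed at that setting, and over the other 2 the median was 1.47 (1.06 to 1.98). The largest ratios by the fixed rule were those of Cxcl10 (149 and 0 UMIs), a chemokine, and Gbp2 (121 and 0 UMIs), a GTPase of defense against intracellular microbes. The Fc gamma receptor list had a median of 1.44 over 5 genes, as RNA in a class that pools macrophages and monocytes. By protein, the paper found that FcγRIV rose on macrophages, without obvious change of the other receptors. On monocytes it found a rise of all of them.

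**Figure D3:**
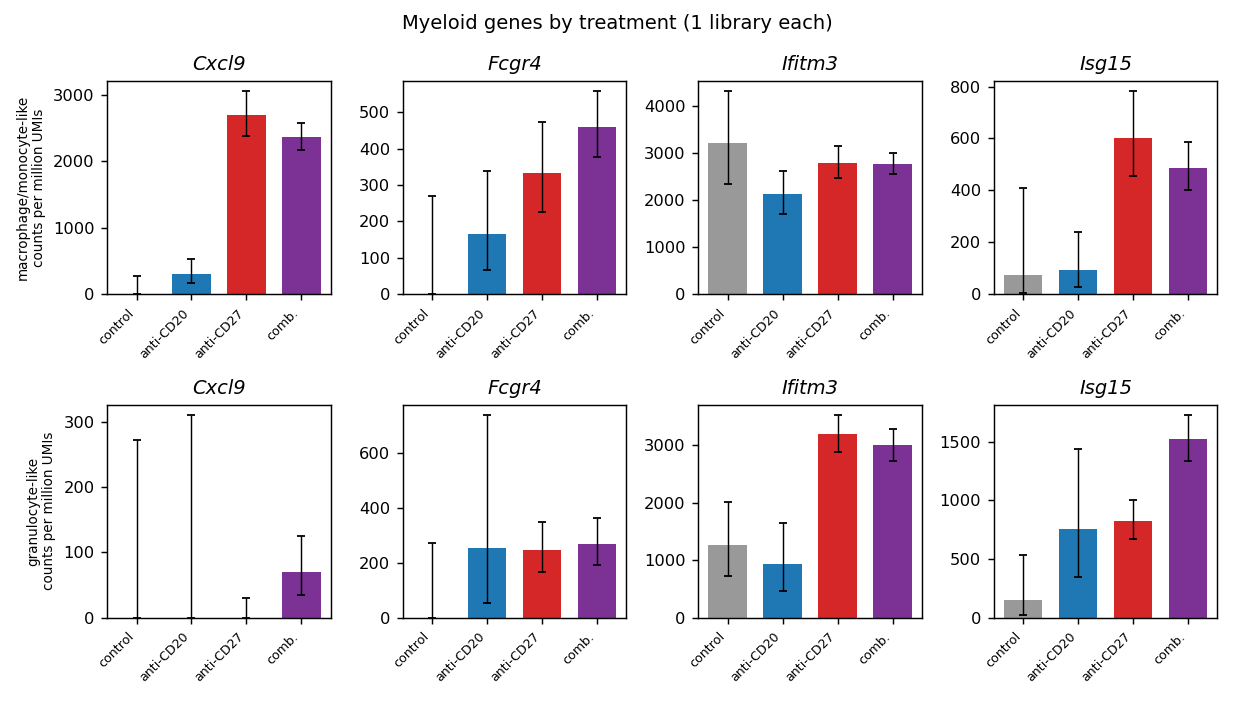
CPM of Cxcl9, Fcgr4, Ifitm3 and Isg15 in macrophage/monocyte-like cells (upper row) and granulocyte-like cells (lower row), with 1 bar per treatment and exact 95% Poisson intervals. Ifitm3 in macrophage/monocyte-like cells lies between 2126 and 3218 CPM in all 4 libraries.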

Strong *Fcgr4* expression (the gene encoding FcγRIV) was observed in the granulocyte and macrophage populations (Figure S5F), which also displayed upregulation of interferon response genes, *Ifitm3* and *Isg15* (Figures 6D and 6E).

**Figure 6:**
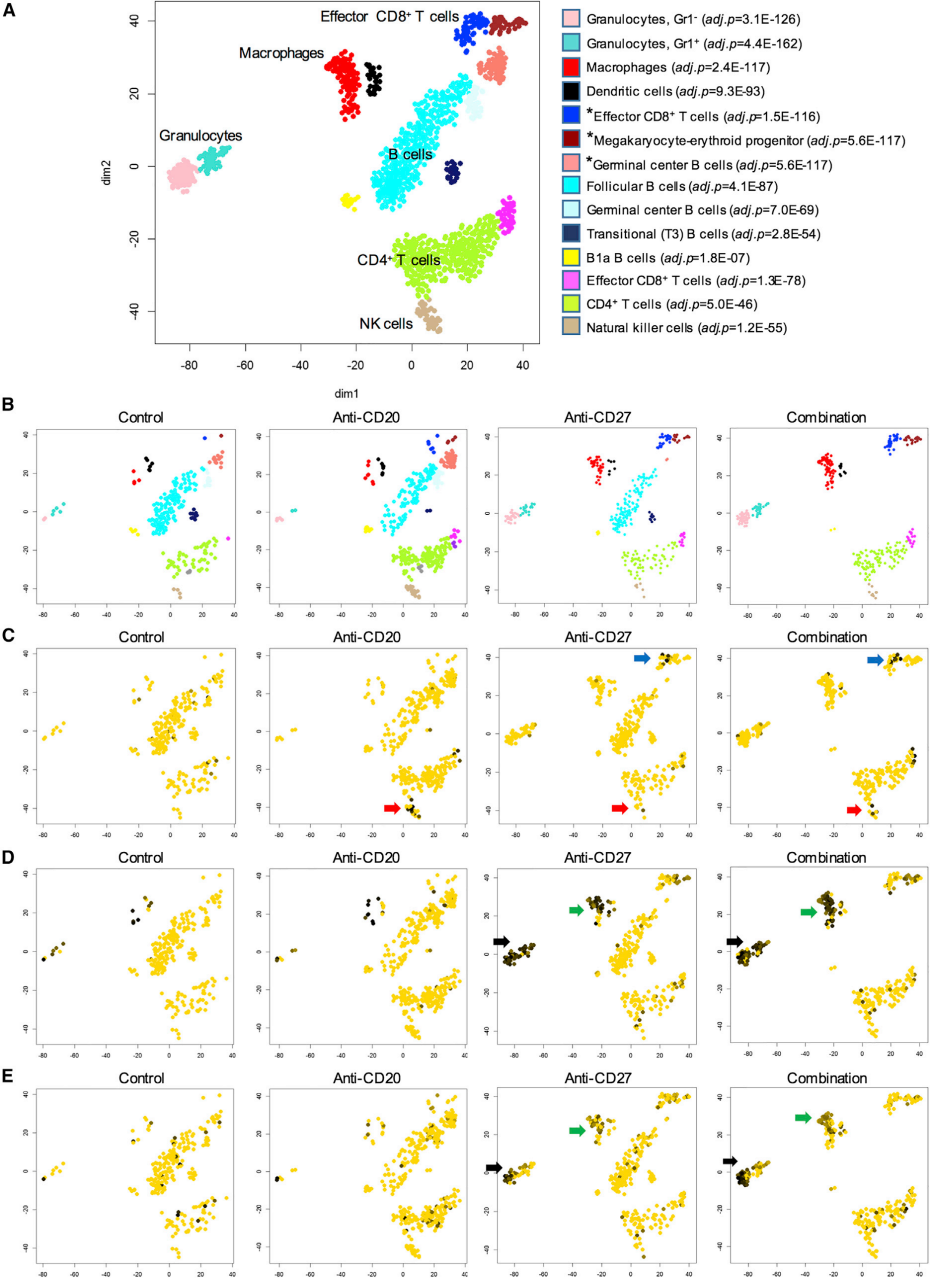
Global Gene Expression Profiling of Anti-CD20 and/or Anti-CD27 Treated BCL_1_-Bearing Mice (A–E) Single cell RNA sequencing was performed on spleens harvested on day 13 from BCL_1_-bearing mice treated as described in Figure 4. t-Distributed stochastic neighbor embedding (t-SNE) plots are shown, with each point representing a cell. (A) t-SNE plot showing the individual immune effector subsets, assigned according to their top match with the coexpression atlas of the Immunological Genome Project. Each population is denoted by a different color and those marked with an asterisk (^∗^) are proliferating. (B) Data from (A) are subdivided into the different treatment conditions to demonstrate changes in the various subsets. (C) Cells in the various condition groups expressing *Ccl3* (effector CD8^+^ T cells and NK cells) are indicated by the blue and red arrows, respectively. The yellow cells lack expression of *Ccl3*. (D) Upregulation of *Ifitm3* on granulocytes and macrophages is indicated by the black and green arrows, respectively. (E) Upregulation of *Isg15* on granulocytes and macrophages is indicated by the black and green arrows, respectively. See also Figure S5.

Consistent with the previous results, these data show that anti-CD27 activates CD8^+^ T cells, and to a lesser extent NK cells, to release CCL3, CCL4, and CCL5, which potentially increases myeloid cell infiltration. 

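A chemokine gene can be higher in a library because more cells express it or because it is a larger part of each cell's RNA. Its level per UMI was therefore compared within the effector CD8 T-like class. Between the combination and anti-CD20, the log2 ratios within the cluster of that name were -0.00 for Ccl3 (-0.77 to 0.85), -1.00 for Ccl4 (-1.47 to -0.52) and -0.56 for Ccl5 (-0.78 to -0.33). They are ratios per UMI of the class, not per cell, and cells of the class differed in depth. Median depths were 787 UMIs after anti-CD20 and 1579 after the combination. UMIs of Ccl3, Ccl4 and Ccl5 were 16, 50 and 199 in 20 cells after anti-CD20. After the combination they were 105, 164 and 891 in 73 cells. The direction per cell thus need not be that per UMI. The ratios also depended on which cells were taken. Over the alternative settings, the interval lay below 0 in 5 of 8 for Ccl4 and above it in 1 (values -1.96 to 2.92), below in 5 of 9 for Ccl5 and above in 2 (-1.05 to 1.25), and below in 1 of 9 for Ccl3 and above in 2 (-0.99 to 2.46). With 1000 variable genes the ratio of Ccl4 was 2.92, and without the shallower of barcodes 1 base apart, a setting chosen after seeing the data, that of Ccl5 was 0.43. Only 5 of the 20 cells of this cluster after anti-CD20 also passed a cutoff on their own Cd8 and effector genes, chosen after seeing the data, against 35 of 73 after the combination. With cells taken by that cutoff, the ratio was 2.46 (1.05 to 4.37) for Ccl3 and 1.25 (0.91 to 1.61) for Ccl5. The cutoff took 20 cells after anti-CD20, 5 of them in the cluster, and 46 after the combination, 35 of them in it. These ratios thus compare cells that lie largely in different clusters. The cutoff left 29 cells 1 effector gene below it after anti-CD20 and 20 after the combination.

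From its single-cell data, placed beside its earlier results, the paper concludes that anti-CD27 activates CD8 T cells, and NK cells to a lesser extent, to release the chemokines. It proposes that this increases the entry of myeloid cells.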

Activated CD8^+^ T cells release IFNγ, which activates myeloid cells, as demonstrated by increased FcγRIV expression.

### Anti-huCD27 mAb Displays Similar Activity

To confirm that these findings have relevance for humans, BCL_1_ cells were inoculated into human CD27 transgenic (huCD27 tg) mice (Figure 7A). In this model, the clinical candidate anti-huCD27 mAb, varlilumab (Vitale et al., 2012), was employed. As before, we observed a modest improvement in survival with anti-CD20 alone (median survival 44 days). The therapeutic effect of anti-huCD27 monotherapy was again modest, but when given in combination with anti-CD20, significantly enhanced survival benefit was seen with >70% of mice treated with the combination surviving >100 days compared with 0% with either monotherapy.

**Figure 7:**
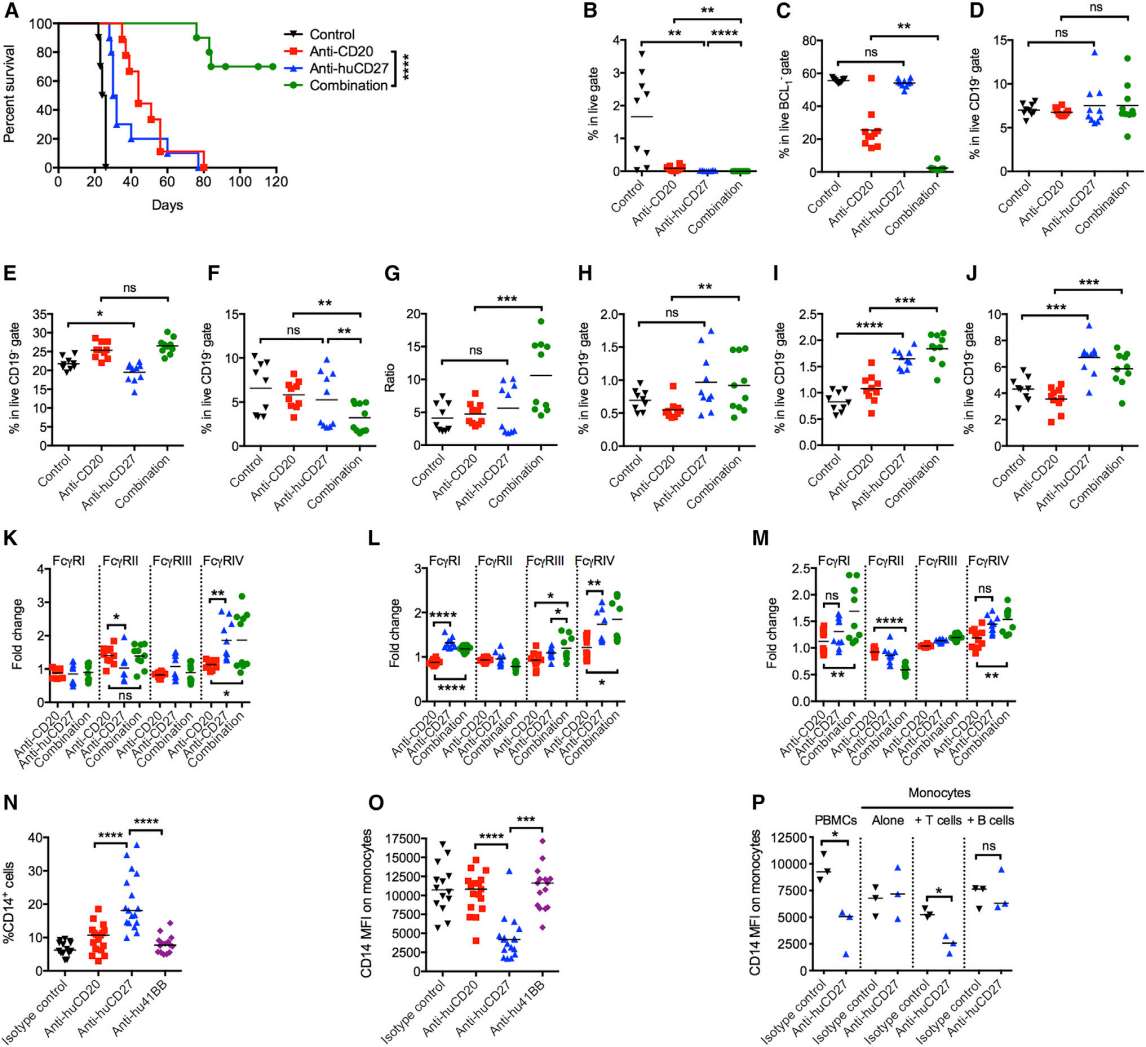
*In Vivo* and *In Vitro* Activity of Anti-huCD27 (A) BCL_1_-bearing, transplanted huCD27 tg mice were treated as in Figure 2A and a Kaplan-Meier survival curve generated, n = 10 per group, from two independent experiments. (B–J) BCL_1_-bearing huCD27 tg mice were treated as in (A), and splenocytes were harvested on day 13 and examined for percentages of BCL_1_ tumor (B), normal B cells (C), NK cells (D), CD8^+^ T cells (E), Tregs (F), CD8/Treg ratio (G), macrophages (H), monocytes (I), and neutrophils (J). n = 4–5/group, means are shown. (K–M) FcγR expression of macrophages (K), monocytes (L), and neutrophils (M) of mice treated in (A). n = 4–5/group, means are shown. (N) Human PBMCs were cultured with anti-huCD20, anti-huCD27, anti-hu4-1BB, or an isotype control mAb for 48 hr. Cells were harvested and analyzed by flow cytometry. Percentage of CD14^+^ cells are shown in the graph. Means are shown, n = 15–17 per group. (O) The level of CD14 expression on the monocytes gated from (N) are shown. Means are shown, n = 15–17 per group. (P) Human PBMCs, purified monocytes, purified monocytes, and purified T cells were cultured with an isotype control, or anti-huCD27 for 48 hr. The level of CD14 expression on monocytes is shown. Medians are shown, n = 3/group. Wilcoxon test was used to assess p values for (C, F, H, L, N, and O) and Student’s t test was used for the rest of the data; ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001. See also Figure S6.

In keeping with previous data, we observed enhanced B cell depletion (Figures 7B and 7C). The proportion of NK cells was similar for all treatment arms (Figure 7D). An increase in CD8^+^ T cells or Tregs was not observed with anti-CD27 and combination therapy, but overall, there was an increased CD8^+^/Treg ratio in the combination arm compared with the other groups (Figures 7E–7G). A modest increase in macrophages was observed here in the combination arm (means 0.55 versus 0.92, anti-CD20 versus combination, respectively) and, similar to the WT mouse CD27 model, there was increased infiltration of monocytes and neutrophils (1.8-fold and 1.6-fold, combination versus anti-CD20) (Figures 7H–7J). Examination of FcγR expression on the myeloid cells also demonstrated upregulation of FcγRIV on macrophages, monocytes, and neutrophils in the combination arm compared with anti-CD20 alone (Figures 7K–7M). Thus, similar to its mouse counterpart, anti-huCD27 is capable of improving anti-CD20-mediated B cell depletion, and this is associated with increased myeloid infiltration and activation.

Next, we studied the *in vitro* effects of anti-huCD27 on peripheral blood mononuclear cells (PBMCs) derived from healthy human donors (Figures 7N–7P and S6A–S6F). PBMCs were incubated with anti-huCD20, anti-huCD27, or T cell-stimulating anti-hu4-1BB for 48 hr before analysis by flow cytometry. Cultures treated with anti-huCD27 contained 3-fold more monocytes than cultures treated with the other mAbs (Figures 7N and S6A) and fewer annexin V^+^CD14^+^ cells (2-fold less) (Figure S6B), suggesting that anti-huCD27 improved monocyte viability. On further examination, the level of CD14 on monocytes was seen to be downregulated >2-fold after anti-huCD27 treatment (Figures 7O and S6C), which is recognized to be associated with differentiation into macrophages (Ohradanova-Repic et al., 2016). In human PBMCs, CD27 is expressed predominantly on T cells (median 60% CD4^+^ and 91% CD8^+^), a small subset of B cells (24%), and a far smaller number of NK cells (2%), but not monocytes (Figures S6D–S6F), thereby suggesting that downregulation of CD14 on monocytes potentially occurs indirectly via anti-huCD27 stimulation of T cells. In support of this, purified monocytes do not downregulate CD14 on anti-huCD27 stimulation (median fluorescence intensity [MFI], 7183) (Figure 7P). Re-addition of purified T cells, but not B cells, resulted in the downregulation of CD14 on monocytes.

## Discussion

The success of individual mAbs in cancer therapy suggests that combining them will enhance efficacy. However, it is not yet understood how best to combine these mAbs and which combinations will be effective. Our data demonstrate a way in which an immunostimulatory mAb, anti-CD27, can be used to augment the activity of a direct tumor-targeting mAb (anti-CD20) to elicit experimental cures. Anti-CD20 binds to B cells and mediates ADCP of the mAb-opsonized cells. Addition of anti-CD27 stimulates CD8^+^ T cells and NK cells, inducing the release of CCL3, CCL4, and CCL5, which potentially attract myeloid cells. Stimulation of CD8^+^ T cells, and to a lesser extent NK cells, by anti-CD27 also induces release of IFNγ, which activates macrophages to express more FcγRIV and promotes their inflammatory capacity, thus increasing both the number of macrophages available to perform ADCP and their phagocytic ability.

The superior therapy observed with the anti-CD20/CD27 combination could be a summation of effects as anti-CD27 on its own significantly prolongs the survival of mice in this model. Two lines of evidence indicate that this is not the case. First, the depletion of CD4^+^ and CD8^+^ T cells entirely abrogates anti-CD27 activity, but not combination therapy, signifying that in combination, alternative, synergistic mechanisms of anti-tumor activity come into play. Second, the 4-1BB mAb was also highly effective as monotherapy but did not result in a robust combination effect with anti-CD20 in the BCL_1_ model.

There is ample evidence to support the role of CD27 as a costimulatory receptor on T cells. Humans deficient in CD27 (van Montfrans et al., 2012) or CD70 (Izawa et al., 2017) are at risk of lymphoproliferative disorders associated with Epstein-Barr virus (EBV) as a result of reduced proliferation of EBV-specific T cells. Our data demonstrate that anti-CD27 monotherapy is entirely dependent on T cells in the BCL_1_ lymphoma model. Similarly, the anti-huCD27 mAb, varlilumab, is dependent on T cells for therapeutic effects in EG7 lymphoma and CT26 colon carcinoma models (He et al., 2013).

Existing literature describing the effects of CD27 stimulation on NK cells is limited (Kelly et al., 2002, Takeda et al., 2000). *In vitro* assays demonstrate that engagement of CD27 by an agonistic mAb induces proliferation and IFNγ secretion of NK cells but without any evidence of direct cytotoxicity (Takeda et al., 2000). In a B16cOVA model of anti-CD27 therapy, NK cells were shown to be essential in early tumor control but dispensable when tumor engraftment was established (Roberts et al., 2010). 

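The single-cell data hold few cells for a comparison of Ifng in NK cells. NK-like cells were 2.06% of cells in the isotype control (0.832% to 4.20%), 5.59% after anti-CD20 (3.75% to 7.98%), 0.201% after anti-CD27 (0.00509% to 1.12%) and 2.78% after the combination (1.44% to 4.80%). After the combination Ifng was detected in 25.0% of NK-like cells (8.33% after thinning) and in 16.4% of effector CD8 T-like cells (2.74% after thinning). Thinned to 800 UMIs it was found in 0% of 12 NK-like cells, which by a floor of 3 cells allows up to 25%. It was found in 7.69% of 52 effector CD8 T-like cells (2.14% to 18.5%), with 21 shallower ones left out. The limit for NK-like cells lies above this share, so that no order is read.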

Here, *Ifng* upregulation was observed on both T and NK cells with CD27 stimulation by single-cell RNA sequencing, albeit the number of NK cells collected were small, thus reducing our ability to detect changes in NK cells. At the protein level, evidence of direct NK activation by anti-CD27 is supported by the upregulation of KLRG1, which is expressed on mature, fully activated NK cells (Huntington et al., 2007). In a pulmonary metastatic colorectal model, KLRG1^+^ NK cells were shown to be crucial in protecting against tumor development in a perforin-dependent manner (Malaise et al., 2014). Altogether, these data suggest that anti-CD27 is able to directly stimulate NK cells to enhance cytokine effector function and possibly also direct cytotoxicity. Indeed, when anti-CD20 and anti-CD27 were administered in combination, depletion of both T and NK cells was required to abrogate therapy, indicating that loss of either population can in part be compensated by anti-CD27-mediated activation of the other.

We consistently observed increased infiltration of monocytes and neutrophils in naive and BCL_1_-bearing WT and huCD27 models. Potentially, CCL3, CCL4, and CCL5 released by anti-CD27-stimulated effector CD8^+^ T cells account for the myeloid infiltration but this needs further validation. Either a genetic model deficient for all three chemokines or simultaneous neutralization of these chemokines would be required. Given the redundancy between chemokines and their receptors as well as the numerous effector cells involved here, we hypothesize that these investigations will be complex to interpret. Nonetheless, depletion of T and NK cells effectively abrogated both myeloid cell infiltration and activation, thereby pointing to these cells as the source of myeloid chemo-attractants.

Previous investigations by many different groups have demonstrated that macrophage-mediated ADCP is the main mechanism by which anti-CD20 depletes tumor in syngeneic models (Beers et al., 2010, Gong et al., 2005, Minard-Colin et al., 2008, Uchida et al., 2004). Further, FcγRI and FcγRIV are the two critical activatory FcγRs involved in macrophage-mediated ADCP (Biburger et al., 2011, Gul et al., 2014, Hamaguchi et al., 2006, Tipton et al., 2015a). In our model, upregulation of FcγRIV on macrophages, monocytes, and neutrophils, and FcγRI on monocytes and neutrophils, initially suggests that either of these phagocytic cells or FcγR might lead to enhanced ADCP ability. Further work is required to confirm the contribution of each of these activatory FcγRs to the enhanced phagocytosis. Depletion of neutrophils had no effect on BCL_1_ survival or *in vivo* B cell depletion ability, thus ruling out their contribution. While macrophages may be the critical immediate effectors here, the increased numbers of monocytes might also translate to increased macrophage numbers following subsequent monocyte differentiation in the tissue.

Initially contradictory to these findings are others’ observations that tumor-associated macrophages are conventionally associated with poor prognosis across a number of different cancers as they have the capacity to support tumor growth through secretion of immunosuppressive cytokines among other mechanisms (reviewed by Weiskopf and Weissman, 2015). Indeed, we observed that depletion of macrophages slowed the growth of BCL_1_. However, these associations are largely in the setting of chemotherapy as opposed to immunotherapy. In this context, it must be remembered that macrophages are also the key effectors of ADCP, and in follicular lymphoma where rituximab is employed, increased numbers of tumor-associated macrophages predict favorable outcome (Taskinen et al., 2007). Most significantly, our human *in vitro* data corroborate our murine findings by demonstrating that the anti-huCD27 mAb, varlilumab, promotes monocyte viability and potentially differentiation into macrophages. These effects occur via direct CD8^+^ T cell stimulation as demonstrated by the lack of CD14 downregulation on monocytes with T cell depletion. It is of particular interest that an agonistic mAb to 4-1BB did not produce the same effects, despite being another co-stimulator receptor on T cells. We suspect these differences are due to the fact that CD27 is constitutively expressed, whereas 4-1BB expression requires prior activation.

Based on these data, a phase II, multicenter clinical trial has been initiated in relapsed and/or refractory B cell lymphoma to test the combination of rituximab and varlilumab. Finally, our data indicate that anti-CD27 is also effective in enhancing direct tumor-targeting mAbs beyond anti-CD20, such as anti-gp75 in a melanoma model. We anticipate that anti-CD27 can be used to enhance the effects of other direct-targeting mAbs such as anti-CD38 in myeloma and anti-EGFR in solid tumors, and we are in the process of investigating this.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

CD3 PerCP eFluor 710 (17A2)	eBioscience	Cat. # 46-0032; RRID: AB_1834428
CD3 FITC (KT3)	In-house	N/A
CD8a FITC (53-6.7)	eBioscience	Cat. # 11-0081; RRID: AB_464914
CD44 PE (IM7)	eBioscience	Cat. # 12-0441; RRID: AB_465663
CD62L APC (MEL-14)	eBioscience	Cat. # 17-0621; RRID: AB_469409
CD4 FITC (RM4-5)	eBioscience	Cat. # 11-0042; RRID: AB_464898
CD25 APC (PC61.5)	eBioscience	Cat. # 17-0251; RRID: AB_469365
FOXP3 PE (NRRF-30)	eBioscience	Cat. # 12-4771; RRID: AB_464895
CD19 APC (1D3)	eBioscience	Cat. # 17-0193; RRID: AB_1659676
BCL1 FITC (Mc10-6A5)	In-house (French et al., 2007)	N/A
NKp46 PE (29A1.4)	eBioscience	Cat. # 12-3351; RRID: AB_996682
CD49b PerCP eFluor 810 (DX5)	eBioscience	Cat. # 46-5971; RRID: AB_11149865
CD11b e450 (M1/70)	eBioscience	Cat. # 48-0112; RRID: AB_1582237
F4/80 Alexa Fluor 647	Serotec	Cat. # MCA4971647; RRID: AB_2098198
Ly6g PE Cy7 (RB6-8C5)	eBioscience	Cat. # 25-5931; RRID: AB_469662
Ly6c APC eFluor 780 (HK1.4)	eBioscience	Cat. # 47-5932; RRID: AB_2573992
CD27 PE (AT124-1)	In-house	N/A
CD27 PerCP Cy5.5 (LG.3A10)	BD	Cat. # 563603
FcγR (2.4G2)	In-house	N/A
CD86 PE (GL1)	eBioscience	Cat. # 12-0862; RRID: AB_465767
Class II FITC (MS/114.15.2)	eBioscience	Cat. # 11-5321; RRID: AB_465231
B220 APC (RA3-6B2)	eBioscience	Cat. # 17-0452; RRID: AB_469395
CD5 PerCP Cy5.5 (53-7.3)	eBioscience	Cat. # 45-0051; RRID: AB_914332
CD8 (YTS169)	In-house	N/A
CD4 (GK1.5)	In-house	N/A
Asialo GM1	Biolegend	Cat. # 146002; RRID: AB_2462206
CD20 (18B12)	In-house (Williams et al., 2013)	N/A
CD27 (AT124-1)	In-house (French et al., 2007)	N/A
A31 (Mc39-16)	In-house (Tutt et al., 1998)	N/A
OX40 (OX86)	In-house (al-Shamkhani et al., 1996)	N/A
TIGIT (SAP45-9)	In-house	N/A
4-1BB (LOB12.3)	In-house (French et al., 2007)	N/A
PD-L1 (10F.9G2)	BioXcell	Cat. # BE0101; RRID: AB_10949073
PD-1 (RMP1-14)	BioXcell	Cat. # BE0146; RRID: AB_10949053
CTLA-4 (9D9)	BioXcell	Cat. # BE0164; RRID: AB_10949609
GITR (DTA-1)	BioXcell	Cat. # BE0063; RRID: AB_1107688
Ly6g (1A8)	BioXcell	Cat. # BE0075
IFNγ (XMG1.2)	BioXcell	Cat. # BE0055; RRID: AB_1107694
Gp75	Dr. Vidarsson, Sanquin nl (Otten et al., 2008)	N/A
HuCD27 (Varlilumab)	Celldex Therapeutics (Vitale et al., 2012)	N/A
HuEGFR (Cetuximab)	Southampton General Hospital Pharmacy	N/A
HuCD20 (Rituximab)	Southampton General Hospital Pharmacy	N/A
HuCD20 (Ritux m2a)	In-house (Beers et al., 2008)	N/A
HuCD37 (WR17)	In-house (Beers et al., 2008)	N/A
FcγRI FITC (AT152-9)	In-house (Dahal et al., 2017)	N/A
FcγRII FITC (AT130-2)	In-house (Dahal et al., 2017)	N/A
FcγRIII FITC (AT154-2)	In-house (Dahal et al., 2017)	N/A
FcγRIV FITC (9E9)	In-house (Dahal et al., 2017)	N/A
HuCD14 Pacific Blue (TuK4)	eBioscience	Cat. # MHCD1428; RRID: AB_10373537
HuCD27 PE (O323)	eBioscience	Cat. # 12-0279; RRID: AB_10718236
HuCD4 Pacific Blue (OKT4)	Biolegend	Cat. # 317429; RRID: AB_1595438
HuCD8 V500 (RPA-T8)	BD Biosciences	Cat. # 560774; RRID: AB_1937325
HuCD56 APC (NKH1)	Biolegend	Cat. # 318310; RRID: AB_604106
HuCD3 PerCP (SK7)	Biolegend	Cat. # 344814; RRID: AB_10639948
HuCD19 APC-Cy7 (HIB19)	Biolegend	Cat. # 302218; RRID: AB_314248

**Biological Samples**		

Bone marrow cells from huCD27 tg mice	Celldex Therapeutics	HuCD27 tg

**Chemicals, Peptides, and Recombinant Proteins**		

Lymphoprep	Axis-Shield	Cat. # 07861
Liberase TL	Sigma Aldrich	Cat. # 5401020001
OCT embedding matrix	CellPath	Cat. # SMA-0100-00A
CTL-Test medium	CTL	Cat. # CTLT-010
Peroxidase Inhibitor	ThermoFisher	Cat. # 35000

**Critical Commercial Assays**		

RT^2^ first strand kit	Qiagen	Cat. # 330401
RT^2^ SYBR Green qPCR mastermix	Qiagen	Cat. # 330502
RT^2^ profiler PCR array for mouse cytokines and chemokines	Qiagen	Cat. # 330231
HRP-conjugated anti-rat IgG polymer	Vector Laboratories	Cat. # PI-9400
Hematoxylin	Vector Laboratories	Cat. # H-3401
B cell isolation kit II, human	Miltenyi Biotec	Cat. # 130-091-151
B cell isolation kit, mouse	Miltenyi Biotec	Cat. # 130-090-862
T cell isolation kit, human	Miltenyi Biotec	Cat. # 130-096-535
Monocyte isolation kit, human	Miltenyi Biotec	Cat. # 130-091-153

**Deposited Data**		

Raw sequencing data	This paper	GEO: GSE_97037

**Oligonucleotides**		

Barcoded Bead SeqB: 5’ –Bead–Linker- TTTTTTTAAGCAGTGGTATCAAC GCAGAGTACJJJJJJJJJJJJNNNNNNNN TTTTTTTTTTTTTTTTTTTTTTTTTTTTTT-3’	ChemGene	N/A
Template_Switch_Oligo: AAGCAGTGGTATCAACG CAGAGTGAATrGrGrG	Eurogentec	N/A
SMART PCR primer: AAGCAGTGGTATCAACGCAGAGT	Eurogentec	N/A
New-P5-SMART PCR hybrid oligo: AATGATACGGC GACCACCGAGATCTACACGCCT GTCCGCGGAAG CAGTGGTATCAACGCAGAGT^∗^A^∗^C	Eurogentec	N/A
Custom Read 1 primer: GCCTGTCCGCGGAAGC AGTGGTATCAACGCAG AGTAC	IDT	N/A

**Experimental Models: Cell Lines**		

Mouse: BCL_1_	In-house (French et al., 2007)	N/A
Mouse: A31	In-house (French et al., 2007)	N/A
Mouse: Eμ-TCL1	Gift from Dr. Egle, Salzburg Cancer Research Institute	N/A
Mouse: HuCD20 tg	In-house (Beers et al., 2008)	N/A

**Experimental Models: Organisms/Strains**		

Mouse: BALB/c	Charles River Laboratories	Strain: 028
Mouse: CBA/H	Charles River Laboratories	N/A
Mouse: HuCD27 tg: BALB/c.B6-Tg(hCD27)	Celldex Therapeutics	N/A
Mouse: C57BL/6	Charles River Laboratories	Strain: 027
Mouse: SCID	Charles River Laboratories	Strain: 236
Mouse: FcγRIII ^-/-^: BALB/c-*Fcgr3*^*-/-*^	Gift from Dr. Verbeek, Leiden University Medical Center (Tipton et al., 2015a)	N/A

**Software and Algorithms**		

Prism	Graphpad	N/A
Cytobank	Cytobank	N/A
SABiosciences PCR Array Data Analysis Web portal	Qiagen	N/A
Seurat R package	Satija Lab	N/A
Cell B software	Olympus	N/A

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Sean H. Lim ().

### Experimental Model and Subject Details

#### Mice

BALB/c, CBA/H, C57BL/6 and SCID mice were supplied by Charles River Laboratories and maintained in local facilities. FcγRIII^-/-^ mice (Tipton et al., 2015a) were backcrossed over 10 generations onto the BALB/c background, and were gifted by Dr. Sjef Verbeek (Leiden University). All mice were fed regular chow, had water freely and were maintained in a conventional facility. SCID mice were maintained in a pathogen-free facility. For all experiments, age-matched (predominantly 8-12-week old) female mice were used. Animal experiments were conducted according to the UK Home Office license guidelines and approved by the University of Southampton Ethical Committee. Animals were randomly assigned into experimental groups and housed together under the same conditions. HuCD27 tg mice (He et al., 2013) on BALB/c background were maintained in Celldex animal facilities and used according to the Institutional Animal Care and Use Committees guidelines.

#### Cell Lines

BCL_1_ (Slavin and Strober, 1978) and A31 (Cobb et al., 1986) B-cell lymphoma lines originated from female mice and were maintained by passage in BALB/c mice or CBA/H mice, respectively. The age of the source mice are not known. Eμ-TCL1 cells were derived from tumor-bearing Eμ-TCL1 tg mice, gifted from Dr. Egle (Salzburg Cancer Research Institute) following consent from C. Croce and Y. Pekarsky. The cells were sourced from a female mouse aged 204 days old at the time of sacrifice. HuCD20 tg B cells used for the *ex vivo* phagocytosis assay were derived from spleens of male and female huCD20 tg mice, approximately between 8 and 15 weeks of age (Beers et al., 2008). Cell lines have been authenticated by PCR (Eμ-TCL1) and flow cytometry (HuCD20 tg, BCL_1_ and A31).

#### Human Samples

PBMCs were obtained from healthy, anonymized adult volunteers through Southampton National Blood Service after informed consent. As the samples were anonymized, the sex and age of the volunteers are not known. Density gradient centrifugation (Lymphoprep, Axis-Shield) performed within 4 hr. Use of human samples was approved by the East of Scotland Research Ethics Service, in accordance with the Declaration of Helsinki.

### Method Details

#### Lymphocyte Isolation and Flow Cytometry

For flow cytometric analysis, cells were suspended in a single cell suspension in staining buffer (PBS with 1% w/v BSA, 0.1% w/v sodium azide). An FcγR-blocking (2.4G2) 20 μg/ml was added for 10 min at RT prior to staining with specific antibodies for 15 min, RT. Red cell lysis was then performed (Invitrogen) for 2-3 min. The cells were then washed twice more and then analyzed directly on fixed with 4% paraformaldehyde before collection on the flow cytometer. The FcγR blocking step was omitted with FcγR expression was being examined. For intracellular staining, the cells were fixed and permeabilized (Ebioscience) for 30 min at RT, before washing twice more and staining for 20 min at RT. After two more washes, cells were collected on the flow cytometer. FACSCalibur or FACSCanto (all from BD Biosciences) were used and with data analyzed using Cytobank (Cytobank).

Peripheral blood and/or spleen suspensions were analyzed for CD8^+^ T subsets (anti-CD3 PerCP eFluor 70, anti-CD8 FITC, anti-CD44 PE, anti-CD62L APC), Tregs (anti-CD3 PerCP eFluor 710, anti-CD4 FITC, anti-CD25 APC, anti-FOXP3 PE), BCL_1_ tumour (anti-CD19 APC, anti-BCL_1_ idiotype FITC), NK cells (anti-CD3 FITC, anti-NKp46 PE, anti-CD49b PerCP eFluor 710) and myeloid cells (anti-CD11b e450, anti-F4/80 Alexa Fluor 647, anti-Ly6g APC e780, anti-Ly6c PE Cy7) and CD27 expression (anti-human CD27 PE, anti-mouse CD27 PE).

To enumerate myeloid cells in the spleen, tissue digestion was performed using Liberase (Sigma Aldrich) after tissue harvest as per manufacturer’s protocol. Briefly, harvested tissue was cut into small pieces and treated in Liberase TL for 15 min before mashing into a single cell suspension.

#### Tumor Models

Groups of BALB/c mice (n=5-6) received 10^4^ BCL_1_ or A31 cells intravenously on day 0 followed by anti-CD20 (18B12 mIgG2a, 200 μg) on day 4 and anti-CD27 (AT124-1 rIgG2a, 50-100 μg/injection) from day 5-8 by intraperitoneal injection. Alternatively, BCL_1_-inoculated mice received an alternative immunomodulatory mAb from day 5 onwards as specified in the legends. For the A31 model, mAb therapy was repeated again at the same dose and sequence from day 15-18. The survival of the mice was assessed by regular splenic palpation and through normal humane endpoints. The assessor was blinded to the treatment received by the mice.

1 x 10^7^ Eμ-TCL1 cells were intraperitoneally injected into groups of 6- to 8-week old female C57BL/6 mice and leukemic burden monitored by tail bleeds and CD5/B220 expression through flow cytometry as before (Carter et al., 2016). Animals were treated with anti-CD20 (250 μg) and anti-CD27 (100 μg) 1 day later when more than 10% B220^+^CD5^int^ lymphocytes were present in the blood. Animals were euthanized when humane end points were reached or >80% of lymphocytes were tumor cells and WBC counts >5 x 10^7^/ml.

For the study of varlilumab, six-week old female BALB/c recipient mice were irradiated and reconstituted with huCD27 tg bone marrow cells. Eight to 10-weeks after bone marrow transplantation, animals were bled and huCD27 expression inspected by flow cytometry, before implantation with BCL_1_.

#### *In Vivo* Cell Depletion and IFNγ Neutralization

For depletion experiments, mice were treated with YTS169 (CD8 depletion, in house), GK1.5 (CD4 depletion, in house) and asialo-GM1 (NK depletion, BioLegend) at doses of 0.5-1 mg, 1 mg and 10-20 μl per injection, every 5 days, from day -1 to day -16 i.p. For neutrophil depletion, mice were treated with 1A8 (BioXcell) at 0.5 mg/injection, every 3-4 days, from day 1 to day 13. For IFNγ neutralization, tumor-bearing mice were treated with anti-IFNγ (XMG1.2, 250 μg/injection) or an isotype control from day 4 to 13 i.p.

#### *Ex Vivo* Phagocytosis Assay

Naïve mice were treated with an isotype control or anti-CD27 50 μg i.p. from days 1 to 4. Peritoneal macrophages were harvested on day 8 by lavage with ice cold PBS. Cells were washed and FcγRIV expression was examined on the macrophages by flow cytometry using FcγRIV FITC and F4/80 A647. Macrophages were resuspended in complete RPMI and plated in 96-well flat bottom plates (5 x 10^5^ cells per well, 100 μl volume) and rested for at least 6 hours. After resting, non-adherent cells were gently washed off, leaving behind macrophage for as effectors. Here, purified huCD20 tg B cells (Miltenyi Biotec) were labelled ith 5 μM CFSE and opsonized with 10 μg/ml anti-CD20 (Ritux m2a) or an isotype control (WR17 m2a) for 20 min, 4°C. The opsonized targets were then washed once and added to macrophages (2.5 x 10^5^ per well, 100 μl volume) and co-cultured for 1 hr at 37°C. Subsequently, co-cultures stained with F4/80 A647 and washed before analysis by flow cytometry. Phagocytic cells were identified by double positivity for CFSE and F4/80 A647. The phagocytic index was calculated as fold change in increase in phagocytosis seen in anti-CD27 treated group compared to the isotype treated group expressed as 1.

#### Bone Marrow Isolation and Reconstitution of Mice

Eight- to 10-week old female huCD27 tg mice on BALB/c background were sacrificed and hind femora and tibiae were isolated and muscle and soft tissue removed. Isolated bones were trimmed at both ends and bone marrow flushed with in complete RPMI until bones were white. The collected cells were passed through a 70 μm sieve and centrifuged at 1500 rpm. Cells were resuspended in 10% v/v DMSO in fetal calf serum (FCS) and frozen in -80°C overnight before being transferred to liquid nitrogen storage until use.

Six-week old female BALB/c recipient mice were irradiated in split doses of 5 and 4 Gy, a day apart. 2-3 x 10^6^/recipient bone marrow cells were thawed, washed and injected in PBS via tail veins. Recipients were housed in pathogen-free facilities and fed acid water. Eight to 10-weeks after bone marrow transplantation, animals were bled and huCD27 expression inspected by flow cytometry.

#### Antibodies

18B12 mIgG2a (anti-CD20) (Brezinsky et al., 2003) was produced in-house from published patented sequences. Parental 18B12 mIgG1 V regions were combined with mouse IgG2a constant regions (Williams et al., 2013). Ritux m2a (mIgG2a) was generated in the similar fashion (Beers et al., 2008). AT124-1 (anti-CD27) (French et al., 2007), Mc39-16 (anti-A31 idiotype) (Tutt et al., 1998), Mc10-6A5 (anti-BCL_1_ idiotype) (George et al., 1991), OX86 (anti-OX40) (al-Shamkhani et al., 1996), SAP45-9 (anti-TIGIT), LOB12.3 (anti-4-1BB), YTS169 (anti-CD8), GK1.5 (anti-CD4) were produced from the culture supernatant of hybridoma cells or stably transfected Chinese hamster ovary cells.

#### Cytokine and Chemokine Profiling

The spleens of treated mice were harvested on day 6, snap frozen and RNA purified. RNA was converted to cDNA using the RT^2^ first strand kit (Qiagen) and qPCR performed using RT^2^ SYBR Green qPCR mastermix (Qiagen) and RT^2^ profiler PCR array for mouse cytokines and chemokines (Qiagen) as per manufacturer’s protocol. Data analysis was performed using the ΔΔC_T_ method and SABiosciences PCR Array Data Analysis Web portal.

#### Single Cell RNA Sequencing

The spleens of mice treated with isotype controls, anti-CD20 (200 μg, day 1), anti-CD27 (100 μg day 2-5) or in combination were harvested on day 13 and digested with Liberase (Sigma Aldrich). Single-cells (100 cells/ul) and barcoded mRNA-binding micro-particles (100 beads/μl) were suspended in droplets containing cell lysis buffer (∼1nl; 50 cell /μl final concentration). Droplets were then broken and collected by centrifugation and subjected to cDNA synthesis (Maxima H- RTase), introducing the molecule and cell barcode to every transcript from a single cell (termed a ‘STAMP’). 

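The deposited table held 799 barcodes for the isotype control, 800 for anti-CD20, 799 for anti-CD27 and 800 for the combination. Some barcodes of 1 library differed in a single base. Among the cells kept these pairs numbered 1 in the isotype control, 25 after anti-CD20, 11 after anti-CD27 and 15 after the combination.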

800 STAMPs from each condition were then selected for PCR amplification (15 cycles), library preparation (Nextera XT, Illumina) and Illumina sequencing by synthesis using a custom read 1 primer (NextSeq-500 platform; version 2 chemistry - high output setting; 20 bp read 1, 50 bp read 2 and an 8 bp index 1). Species-mixing experiments are routinely performed in our laboratory and have determined that our implementation of the Drop-Seq protocol robustly achieves single-cell encapsulation and captures transcriptomes from single-cells with high specificity (98.5% of cell encapsulation events are single-species; data not shown). Raw sequencing reads were converted to a sorted unmapped BAM file (FastqToSam, Picard bundled in Dropseq-tools v1.0) and filtered to remove all read-pairs with a barcode base quality of <10. The second read was trimmed at the 5’ end to remove any TSO-adapter sequence and at the 3’ end to remove polyA tails. Reads were aligned against mouse reference genome (mm10) using STAR aligner (v2.5.0a), then sorted/converted/merged to a BAM with a tag “GE” onto reads for data extraction. The DigitalExpression program (Dropseq-tools v1.0) performed digital counting (DGE) of the mRNA transcripts (unique molecular identifiers to avoid double counting reads/PCR duplicates) and created a DGE matrix (one measurement per gene per cell). Cells expressing less than 300 or more than 3,000 genes were excluded from further analysis. 

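The limits of 300 and 3000 genes left 340 cells of the isotype control, 501 of anti-CD20, 497 of anti-CD27 and 432 of the combination. Fewer than 300 genes were detected in 457, 294, 288 and 338 barcodes, in the same order, and more than 3000 in 2, 5, 14 and 30. Haemoglobin genes made up 45.2% to 69.3% of the UMIs in barcodes below the lower limit and 1.18% to 2.09% in the cells kept. The median depth of the cells kept was 1031, 1379, 1209 and 1395.5 UMIs.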

To normalize counts between samples, scaling factors were calculated using a trimmed mean of M-values using edgeR (Robinson et al., 2010). Cluster-specific genes were detected using the t-test algorithm in Seurat (Rahul Satija (NA). Seurat: R toolkit for single cell genomics. R package version 1.4.0.) (p < 1 × 10^-3^ was considered significant). Annotation of the resulting gene lists relative to the coexpression atlas of the Immunological Genome Project (Heng et al., 2008) was performed using the on-line ToppGene suite.

#### Immunohistochemistry

Spleens were harvested on day 9 and embedded in OCT (CellPath) and frozen in isopentane. Eight μm slices were air-dried overnight, fixed in 100% acetone and blocked with 2.5% normal goat serum and stained for BCL_1_ cells (anti-BCL_1_ idiotype), normal B cells (anti-B220), neutrophils (anti-Ly6c/Ly6g), macrophage (anti-F4/80) and monocyte (anti-CD14). Sections were treated with a peroxidase inhibitor (Pierce) for 10 min before incubation with an HRP-conjugated anti-rat IgG polymer for 30 min, followed by 3,3’-diaminobenzidine for 5 min, and counterstained with haematoxylin (all from Vector Laboratories). Images were recorded using a CXK41 inverted microscope equipped with a CC12 color camera, Plan Achromat 4 x 0.25 objective lens and Cell B software (all from Olympus).

#### *In Vitro* Human PBMC Based Assays

PBMCs were cultured using serum-free media (CTL-Test Medium, CTL) supplemented with glutamine (2 mM), pyruvate (1 mM), penicillin, and streptomycin (100 IU/mL) at 37°C in 5% CO_2_. Cells were cultured in a 24-well plate at 1x10^7^ cells/ml (1.5 x10^7^ cells/well) and stimulated with cetuximab and rituximab (both from Southampton General Hospital oncology pharmacy), anti-4-1BB (clone 3/28, in house) or varlilumab (Celldex Therapeutics) at 5 μg/mL for 48 hr. Post culture, PBMCs were labelled with anti-CD14-Pacific Blue (Biolegend) and analyzed on the flow cytometer. To assess viability, annexin-V FITC staining was simultaneously performed.

Monocytes, T cells and B cells were purified using negative magnetic selection as per manufacturer’s protocols (Miltenyi Biotec). T cells and B cells were added back monocytes in a ratio of 5:1 and 1:1, respectively. Cells were then culture as described above.

### Quantification and Statistical Analysis

#### Statistical Analysis

Statistical analysis was performed using Graphpad Prism version 6. Normality was tested using the D’Agostino and Pearson, and Shapiro-Wilk tests, and transformed into logarithmic form to assess for log normal distribution. Subsequently, a two-tailed Student’s t test was used to analyze parametric data and non-parametric data was analyzed by a Mann-Whitney test (unpaired data) or Wilcoxon test (paired data). To assess survival differences in immunotherapy experiments, Kaplan-Meier curves were produced and analyzed by log-rank testing. p values <0.05 were regarded as statistically significant.

### Data and Software Availability

The accession number for the single cell RNA sequencing data reported in this paper is GEO: GSE_97037.

## Author Contributions

Conceptualization, M.J.G. and S.H.L.; Methodology, M.J.J.R.-Z., K.H., and S.H.L.; Investigation, A.H.T., K.L.C., M.J.J.R.-Z., K.H., J.T., L.N.D., H.T.C.C., S.J., V.L.F., M.J.C., H.J.K., L.-Z.H., and L.J.T.; Formal Analysis, S.M.T. and S.H.L.; Writing – Original Draft, S.H.L.; Writing – Review & Editing, T.K., A.A.-S., P.W.M.J., M.J.J.R.-Z., M.J.C., S.M.T., S.A.B., M.S.C., and M.J.G.; Resources, J.J.W.; Supervision, S.H.L.

## References

[bib1] Akiba H., Nakano H., Nishinaka S., Shindo M., Kobata T., Atsuta M., Morimoto C., Ware C.F., Malinin N.L., Wallach D. (1998). CD27, a member of the tumor necrosis factor receptor superfamily, activates NF-kappaB and stress-activated protein kinase/c-Jun N-terminal kinase via TRAF2, TRAF5, and NF-kappaB-inducing kinase. J. Biol. Chem..

[bib2] al-Shamkhani A., Birkeland M.L., Puklavec M., Brown M.H., James W., Barclay A.N. (1996). OX40 is differentially expressed on activated rat and mouse T cells and is the sole receptor for the OX40 ligand. Eur. J. Immunol..

[bib3] Arens R., Tesselaar K., Baars P.A., van Schijndel G.M., Hendriks J., Pals S.T., Krimpenfort P., Borst J., van Oers M.H., van Lier R.A. (2001). Constitutive CD27/CD70 interaction induces expansion of effector-type T cells and results in IFNgamma-mediated B cell depletion. Immunity.

[bib4] Beers S.A., Chan C.H., James S., French R.R., Attfield K.E., Brennan C.M., Ahuja A., Shlomchik M.J., Cragg M.S., Glennie M.J. (2008). Type II (tositumomab) anti-CD20 monoclonal antibody out performs type I (rituximab-like) reagents in B-cell depletion regardless of complement activation. Blood.

[bib5] Beers S.A., French R.R., Chan H.T., Lim S.H., Jarrett T.C., Vidal R.M., Wijayaweera S.S., Dixon S.V., Kim H., Cox K.L. (2010). Antigenic modulation limits the efficacy of anti-CD20 antibodies: implications for antibody selection. Blood.

[bib6] Biburger M., Aschermann S., Schwab I., Lux A., Albert H., Danzer H., Woigk M., Dudziak D., Nimmerjahn F. (2011). Monocyte subsets responsible for immunoglobulin G-dependent effector functions in vivo. Immunity.

[bib7] Bichi R., Shinton S.A., Martin E.S., Koval A., Calin G.A., Cesari R., Russo G., Hardy R.R., Croce C.M. (2002). Human chronic lymphocytic leukemia modeled in mouse by targeted TCL1 expression. Proc. Natl. Acad. Sci. USA.

[bib8] Biswas S.K., Mantovani A. (2010). Macrophage plasticity and interaction with lymphocyte subsets: cancer as a paradigm. Nat. Immunol..

[bib9] Brezinsky S.C., Chiang G.G., Szilvasi A., Mohan S., Shapiro R.I., MacLean A., Sisk W., Thill G. (2003). A simple method for enriching populations of transfected CHO cells for cells of higher specific productivity. J. Immunol. Methods.

[bib10] Burris H.A., Infante J.A., Ansell S.M., Nemunaitis J.J., Weiss G.R., Villalobos V.M., Sikic B.I., Taylor M.H., Northfelt D.W., Carson W.E. (2017). Safety and activity of varlilumab, a novel and first-in-class agonist anti-CD27 antibody, in patients with advanced solid tumors. J. Clin. Oncol..

[bib11] Carr J.M., Carrasco M.J., Thaventhiran J.E., Bambrough P.J., Kraman M., Edwards A.D., Al-Shamkhani A., Fearon D.T. (2006). CD27 mediates interleukin-2-independent clonal expansion of the CD8+ T cell without effector differentiation. Proc. Natl. Acad. Sci. USA.

[bib12] Carter M.J., Cox K.L., Blakemore S.J., Turaj A.H., Oldham R.J., Dahal L.N., Tannheimer S., Forconi F., Packham G., Cragg M.S. (2016). PI3Kdelta inhibition elicits anti-leukemic effects through Bim-dependent apoptosis. Leukemia.

[bib13] Cobb L.M., Glennie M.J., McBride H.M., Breckon G., Richardson T.C. (1986). Characterisation of a new murine B cell lymphoma. Br. J. Cancer.

[bib14] Dahal L.N., Dou L., Hussain K., Liu R., Earley A., Cox K.L., Murinello S., Tracy I., Forconi F., Steele A.J. (2017). STING activation reverses lymphoma-mediated resistance to antibody immunotherapy. Cancer Res..

[bib15] de Jong R., Loenen W.A., Brouwer M., van Emmerik L., de Vries E.F., Borst J., van Lier R.A. (1991). Regulation of expression of CD27, a T cell-specific member of a novel family of membrane receptors. J. Immunol..

[bib16] French R.R., Taraban V.Y., Crowther G.R., Rowley T.F., Gray J.C., Johnson P.W., Tutt A.L., Al-Shamkhani A., Glennie M.J. (2007). Eradication of lymphoma by CD8 T cells following anti-CD40 monoclonal antibody therapy is critically dependent on CD27 costimulation. Blood.

[bib17] George A.J., McBride H.M., Glennie M.J., Smith L.J., Stevenson F.K. (1991). Monoclonal antibodies raised against the idiotype of the murine B cell lymphoma, BCL1 act primarily with heavy chain determinants. Hybridoma.

[bib18] Gill S., Vasey A.E., De Souza A., Baker J., Smith A.T., Kohrt H.E., Florek M., Gibbs K.D., Tate K., Ritchie D.S., Negrin R.S. (2012). Rapid development of exhaustion and down-regulation of eomesodermin limit the antitumor activity of adoptively transferred murine natural killer cells. Blood.

[bib19] Gong Q., Ou Q., Ye S., Lee W.P., Cornelius J., Diehl L., Lin W.Y., Hu Z., Lu Y., Chen Y. (2005). Importance of cellular microenvironment and circulatory dynamics in B cell immunotherapy. J. Immunol..

[bib20] Gravestein L.A., Amsen D., Boes M., Calvo C.R., Kruisbeek A.M., Borst J. (1998). The TNF receptor family member CD27 signals to Jun N-terminal kinase via Traf-2. Eur. J. Immunol..

[bib21] Guirnalda P., Wood L., Goenka R., Crespo J., Paterson Y. (2013). Interferon gamma-induced intratumoral expression of CXCL9 alters the local distribution of T cells following immunotherapy with *Listeria monocytogenes*. Oncoimmunology.

[bib22] Gul N., Babes L., Siegmund K., Korthouwer R., Bogels M., Braster R., Vidarsson G., ten Hagen T.L., Kubes P., van Egmond M. (2014). Macrophages eliminate circulating tumor cells after monoclonal antibody therapy. J. Clin. Invest..

[bib23] Hamaguchi Y., Xiu Y., Komura K., Nimmerjahn F., Tedder T.F. (2006). Antibody isotype-specific engagement of Fcgamma receptors regulates B lymphocyte depletion during CD20 immunotherapy. J. Exp. Med..

[bib24] He L.Z., Prostak N., Thomas L.J., Vitale L., Weidlick J., Crocker A., Pilsmaker C.D., Round S.M., Tutt A., Glennie M.J. (2013). Agonist anti-human CD27 monoclonal antibody induces T cell activation and tumor immunity in human CD27-transgenic mice. J. Immunol..

[bib25] Heng T.S., Painter M.W., Immunological Genome Project Consortium (2008). The Immunological Genome Project: networks of gene expression in immune cells. Nat. Immunol..

[bib26] Huntington N.D., Tabarias H., Fairfax K., Brady J., Hayakawa Y., Degli-Esposti M.A., Smyth M.J., Tarlinton D.M., Nutt S.L. (2007). NK cell maturation and peripheral homeostasis is associated with KLRG1 up-regulation. J. Immunol..

[bib27] Izawa K., Martin E., Soudais C., Bruneau J., Boutboul D., Rodriguez R., Lenoir C., Hislop A.D., Besson C., Touzot F. (2017). Inherited CD70 deficiency in humans reveals a critical role for the CD70-CD27 pathway in immunity to Epstein-Barr virus infection. J. Exp. Med..

[bib28] Keller A.M., Schildknecht A., Xiao Y., van den Broek M., Borst J. (2008). Expression of costimulatory ligand CD70 on steady-state dendritic cells breaks CD8+ T cell tolerance and permits effective immunity. Immunity.

[bib29] Kelly J.M., Darcy P.K., Markby J.L., Godfrey D.I., Takeda K., Yagita H., Smyth M.J. (2002). Induction of tumor-specific T cell memory by NK cell-mediated tumor rejection. Nat. Immunol..

[bib30] Kohrt H.E., Houot R., Goldstein M.J., Weiskopf K., Alizadeh A.A., Brody J., Muller A., Pachynski R., Czerwinski D., Coutre S. (2011). CD137 stimulation enhances the antilymphoma activity of anti-CD20 antibodies. Blood.

[bib31] Loetscher M., Gerber B., Loetscher P., Jones S.A., Piali L., Clark-Lewis I., Baggiolini M., Moser B. (1996). Chemokine receptor specific for IP10 and mig: structure, function, and expression in activated T-lymphocytes. J. Exp. Med..

[bib32] Malaise M., Rovira J., Renner P., Eggenhofer E., Sabet-Baktach M., Lantow M., Lang S.A., Koehl G.E., Farkas S.A., Loss M. (2014). KLRG1+ NK cells protect T-bet-deficient mice from pulmonary metastatic colorectal carcinoma. J. Immunol..

[bib33] Minard-Colin V., Xiu Y., Poe J.C., Horikawa M., Magro C.M., Hamaguchi Y., Haas K.M., Tedder T.F. (2008). Lymphoma depletion during CD20 immunotherapy in mice is mediated by macrophage FcgammaRI, FcgammaRIII, and FcgammaRIV. Blood.

[bib34] Ohradanova-Repic A., Machacek C., Fischer M.B., Stockinger H. (2016). Differentiation of human monocytes and derived subsets of macrophages and dendritic cells by the HLDA10 monoclonal antibody panel. Clin. Transl. Immunology.

[bib35] Otten M.A., van der Bij G.J., Verbeek S.J., Nimmerjahn F., Ravetch J.V., Beelen R.H., van de Winkel J.G., van Egmond M. (2008). Experimental antibody therapy of liver metastases reveals functional redundancy between Fc gammaRI and Fc gammaRIV. J. Immunol..

[bib36] Ramakrishnan P., Wang W., Wallach D. (2004). Receptor-specific signaling for both the alternative and the canonical NF-kappaB activation pathways by NF-kappaB-inducing kinase. Immunity.

[bib37] Robbins S.H., Tessmer M.S., Mikayama T., Brossay L. (2004). Expansion and contraction of the NK cell compartment in response to murine cytomegalovirus infection. J. Immunol..

[bib38] Roberts D.J., Franklin N.A., Kingeter L.M., Yagita H., Tutt A.L., Glennie M.J., Bullock T.N. (2010). Control of established melanoma by CD27 stimulation is associated with enhanced effector function and persistence, and reduced PD-1 expression of tumor infiltrating CD8(+) T cells. J. Immunother..

[bib39] Robinson M.D., McCarthy D.J., Smyth G.K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[bib40] Rowley T.F., Al-Shamkhani A. (2004). Stimulation by soluble CD70 promotes strong primary and secondary CD8+ cytotoxic T cell responses in vivo. J. Immunol..

[bib41] Slavin S., Strober S. (1978). Spontaneous murine B-cell leukaemia. Nature.

[bib42] Souza-Fonseca-Guimaraes F., Blake S.J., Makkouk A., Chester C., Kohrt H.E., Smyth M.J. (2016). Anti-CD137 enhances anti-CD20 therapy of systemic B-cell lymphoma with altered immune homeostasis but negligible toxicity. Oncoimmunology.

[bib43] Sugita K., Robertson M.J., Torimoto Y., Ritz J., Schlossman S.F., Morimoto C. (1992). Participation of the CD27 antigen in the regulation of IL-2-activated human natural killer cells. J. Immunol..

[bib44] Takeda K., Oshima H., Hayakawa Y., Akiba H., Atsuta M., Kobata T., Kobayashi K., Ito M., Yagita H., Okumura K. (2000). CD27-mediated activation of murine NK cells. J. Immunol..

[bib45] Taraban V.Y., Rowley T.F., Tough D.F., Al-Shamkhani A. (2006). Requirement for CD70 in CD4+ Th cell-dependent and innate receptor-mediated CD8+ T cell priming. J. Immunol..

[bib46] Taskinen M., Karjalainen-Lindsberg M.L., Nyman H., Eerola L.M., Leppa S. (2007). A high tumor-associated macrophage content predicts favorable outcome in follicular lymphoma patients treated with rituximab and cyclophosphamide-doxorubicin-vincristine-prednisone. Clin. Cancer Res..

[bib47] Tipton T.R., Mockridge C.I., French R.R., Tutt A.L., Cragg M.S., Beers S.A. (2015). Anti-mouse FcgammaRIV antibody 9E9 also blocks FcgammaRIII in vivo. Blood.

[bib48] Tipton T.R., Roghanian A., Oldham R.J., Carter M.J., Cox K.L., Mockridge C.I., French R.R., Dahal L.N., Duriez P.J., Hargreaves P.G. (2015). Antigenic modulation limits the effector cell mechanisms employed by type I anti-CD20 monoclonal antibodies. Blood.

[bib49] Turaj A.H., Dahal L.N., Beers S.A., Cragg M.S., Lim S.H. (2017). TLR-3/9 agonists synergize with anti-ErbB2 mAb-letter. Cancer Res..

[bib50] Tutt A.L., French R.R., Illidge T.M., Honeychurch J., McBride H.M., Penfold C.A., Fearon D.T., Parkhouse R.M., Klaus G.G., Glennie M.J. (1998). Monoclonal antibody therapy of B cell lymphoma: signaling activity on tumor cells appears more important than recruitment of effectors. J. Immunol..

[bib51] Uchida J., Hamaguchi Y., Oliver J.A., Ravetch J.V., Poe J.C., Haas K.M., Tedder T.F. (2004). The innate mononuclear phagocyte network depletes B lymphocytes through Fc receptor-dependent mechanisms during anti-CD20 antibody immunotherapy. J. Exp. Med..

[bib52] van Lier R.A., Borst J., Vroom T.M., Klein H., Van Mourik P., Zeijlemaker W.P., Melief C.J. (1987). Tissue distribution and biochemical and functional properties of Tp55 (CD27), a novel T cell differentiation antigen. J. Immunol..

[bib53] van Montfrans J.M., Hoepelman A.I., Otto S., van Gijn M., van de Corput L., de Weger R.A., Monaco-Shawver L., Banerjee P.P., Sanders E.A., Jol-van der Zijde C.M. (2012). CD27 deficiency is associated with combined immunodeficiency and persistent symptomatic EBV viremia. J. Allergy Clin. Immunol..

[bib54] Vitale L.A., He L.Z., Thomas L.J., Widger J., Weidlick J., Crocker A., O'Neill T., Storey J., Glennie M.J., Grote D.M. (2012). Development of a human monoclonal antibody for potential therapy of CD27-expressing lymphoma and leukemia. Clin. Cancer Res..

[bib55] Weiner G.J. (2015). Building better monoclonal antibody-based therapeutics. Nat. Rev. Cancer.

[bib56] Weiskopf K., Weissman I.L. (2015). Macrophages are critical effectors of antibody therapies for cancer. MAbs.

[bib57] Williams E.L., Tutt A.L., Beers S.A., French R.R., Chan C.H., Cox K.L., Roghanian A., Penfold C.A., Butts C.L., Boross P. (2013). Immunotherapy targeting inhibitory Fcgamma receptor IIB (CD32b) in the mouse is limited by monoclonal antibody consumption and receptor internalization. J. Immunol..

[bib58] Xiao Y., Hendriks J., Langerak P., Jacobs H., Borst J. (2004). CD27 is acquired by primed B cells at the centroblast stage and promotes germinal center formation. J. Immunol..

[bib59] Yakes F.M., Chinratanalab W., Ritter C.A., King W., Seelig S., Arteaga C.L. (2002). Herceptin-induced inhibition of phosphatidylinositol-3 kinase and Akt Is required for antibody-mediated effects on p27, cyclin D1, and antitumor action. Cancer Res..

How the deposited data were processed for this re-analysis (not part of the article)

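Single-cell RNA was measured by Drop-seq in spleens of BCL1-bearing mice on day 13, in 4 libraries of 1 treatment each. As the methods state, the authors removed read pairs of low barcode quality, trimmed adapter and polyA sequence, aligned the reads to mm10 with STAR 2.5.0a and counted UMIs per gene and barcode with Dropseq-tools 1.0. The authors deposited the resulting raw UMI counts, not filtered or scaled: the table holds whole numbers up to 2416, and barcodes outside the paper's limits on genes are still present. The authors then scaled the counts with TMM factors from edgeR, found cluster-specific genes with Seurat 1.4.0 and named subsets by their match with the Immunological Genome Project. The variable genes, number of components and cluster settings are not named in the paper's text, so the clusters here are a new set.

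Cells with 300 to 3000 detected genes were kept, as in the methods. Counts were scaled to 10000 per cell and log-transformed, the 2000 most variable genes were taken without the genes and lists reported as results, and 30 principal components, 15 exact nearest neighbours and Leiden clustering at resolution 1.0 (leidenalg 0.10.2, seed 0) gave the clusters. No batch correction was made, since library and treatment are the same. The marker lists, gene lists, comparisons and alternatives were written before the data were examined. The rule that names a cluster was not: it was set after the clusters had been seen. It takes the class with the most markers among the cluster's top 30 genes by fold, at least 3 of them, requires Cd3 genes in under 30% of cells for NK-like and Cd8 genes in at least 20% for effector CD8 T-like, and moves a T-like cluster to effector CD8 T-like when its top 10 genes hold more markers of the latter. Without this last step the cluster is named T-like and no effector CD8 T-like class exists.

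The 2 main comparisons were the combination with anti-CD20 and anti-CD27 with the isotype control. UMIs were summed over the cells of a library or class and given as CPM. A ratio was given where both libraries had at least 10 cells of the class. With 1 library per treatment no test was possible. All intervals are at 95%, and a count of 0 is given a floor of 3 counts. Shares of cells with a UMI were also computed after thinning each cell to 400 UMIs. Lists were summarised by the median log2 ratio, with a pseudocount of 10 CPM, of members with at least 10 UMIs, beside 10000 random lists matched on expression. Beyond the genes the paper names, genes were named by a fixed rule: per class with at least 20 cells in both libraries, the 10 largest and 10 smallest ratios among genes with at least 30 UMIs whose interval excludes 1, without immunoglobulin, haemoglobin, ribosomal and mitochondrial genes, and 5 each way in the other comparisons. Members quoted from a list are those with the most UMIs.

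The ratios and intervals were tested on simulated counts with 200 changed genes per pair of libraries, and genes with fewer than 30 simulated UMIs were left out. For the combination and anti-CD20 libraries, with 7535 genes before this filter, the interval excluded no change in the right direction for 57 of 63 genes changed 2-fold (90.5%), 61 of 61 changed 4-fold and 58 of 58 changed 8-fold. For anti-CD27 and the isotype control, with 6560 genes, these were 43 of 61 (70.5%), 55 of 55 and 59 of 59. Of unchanged genes, 285 of 7146 (3.99%) and 238 of 6069 (3.92%) had an interval without the true ratio. The simulation covered pairs of whole libraries, with no cell classes, so the intervals within classes of few cells were not tested by it.

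The alternatives were no upper limit on genes, a lower limit of 500 genes, Leiden resolutions of 0.5 and 2, 1000 variable genes, result genes allowed among the variable genes, classes from each cell's own markers, removal of doublets called by Scrublet in scanpy 1.11.5, TMM factors from edgeR 4.0.16, the mean over cells, thinning to 800 UMIs, a pseudocount of 50 CPM and list members with at least 1 UMI. Added after seeing the data were removal of the shallower of barcodes 1 base apart, totals without haemoglobin and mitochondrial genes, shares of cells other than B-like and germinal center B-like, and effector CD8 T-like cells taken by their own genes: a UMI of Cd8a or Cd8b1 and of at least 2 effector genes. Scrublet called 16 of 1770 cells (0.904%). The supplementary figure of the single-cell data and the flow cytometry and array experiments were not analysed here. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and R 4.3.3.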

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

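All tests of explanations in this part were chosen after the result was seen. Each value below is a signal in cells, barcodes or genes that the paper does not discuss, above the library it is compared with. For the shares, of all cells or barcodes, that is the isotype control, and the difference exceeds counting error. For the medians it is the isotype control in B-like cells and the anti-CD20 library in T-like and erythroid-like cells, and the difference exceeds the spread over the list's members. Neither counting error nor this spread covers the variation between libraries or mice, so neither is a test of the treatment.

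Erythroid-like cells were 9.46% of cells after anti-CD27 and 12.0% after the combination, against 3.24% in the isotype control (1.63% to 5.72%) and 6.39% after anti-CD20. Fewer B cells raise every other share. Among cells other than B-like and germinal center B-like, a base chosen after the result was seen, the shares were 9.09% in the isotype control (4.63% to 15.7%), 11.1% after anti-CD20, 15.3% after anti-CD27 (11.5% to 19.8%) and 12.1% after the combination (9.19% to 15.6%), with intervals that overlap, so that a gain of erythroid-like cells is not separated from the loss of B cells. Barcodes with more than 3000 genes, which the paper left out, were 1.75% of barcodes after anti-CD27 and 3.75% after the combination, against 0.25% in the isotype control (0.0303% to 0.901%). With no upper limit on genes, 18 of the 30 such barcodes of the combination fell in erythroid-like clusters and 6 in the effector CD8 T-like cluster. Doublets were not excluded among these deep barcodes.

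The interferon response list was higher in B-like, T-like and erythroid-like cells too. Its median log2 ratio was 0.94 in B-like cells between anti-CD27 and the isotype control (28 of 47 genes with an interval above 0, none below). Between the combination and anti-CD20 it was 0.54 in T-like cells and 1.31 in erythroid-like cells. In effector CD8 T-like cells it ranged from 0.02 to 0.66 over the alternative settings of that comparison. The make-up of the erythroid-like class differed. Its clusters 4 and 11 held 28 and 4 cells after anti-CD20, and 40 and 12 after the combination. The basophil protease gene Prss34 had 341 and 3 UMIs in it. A change in this mixture is not separated from a change within cells. Ly6a, a surface protein induced by interferons, had 490 UMIs in B-like cells after anti-CD27 and 11 in the isotype control.

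Free RNA from myeloid cells was weighed as a technical explanation for the T-like cells. The list rose by 5691 CPM in these cells, 4.92 times (3.88 to 6.33) the rise that the myeloid marker RNA found in them brings, which argues against free RNA as the whole cause. A trait of 1 library alone was also weighed: in the other pair of libraries the median in T-like cells was 0.51 (0.36 to 0.69), but it was 0.12 (-0.07 to 0.24) with classes from each cell's own markers, so this stays open. A response of lymphocytes to interferon after anti-CD27 may explain the pattern and is a hypothesis only, since each treatment is 1 library.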

How the results depend on the processing

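The alternatives were chosen before the data were examined, apart from 5 chosen after the result was seen: removal of barcodes 1 base apart, totals without haemoglobin and mitochondrial genes, effector CD8 T-like cells taken by their own genes, shares of cells other than B-like, and naming without the step to effector CD8 T-like. Of 532 alternative values over 92 results, those at the claims stayed within the 95% interval of the main value in 432 cases, moved beyond it in 55 and reversed in 9, and for other values 26 stayed and 10 moved. No paired analysis was possible because each treatment is 1 library. Values below are log2 ratios or medians of them unless in points, and the cause was not tested.

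With no upper limit on genes, values were 0.54 for Ccl5 in all cells (combination over anti-CD20), and 0.21 for Ccl4 NK-like over effector CD8 T-like cells in the combination, and 0.31 for the interferon list in T-like (anti-CD27 over isotype control). With a lower limit of 500 genes, values were -48.0 points for B-like share and 1.72 for the MHC class II and costimulation list in macrophage/monocyte-like, 1.05 for Ccl5 in all cells, 0.29 for Mki67 (reversed) in myeloid-like (combination over anti-CD20). At Leiden resolution 0.5, the value was 0.14 for the interferon list in T-like (anti-CD27 over isotype control). At Leiden resolution 2, values were 20.9 points for myeloid-like share, -0.84 for Ccl5 in effector CD8 T-like, 1.45 for Cxcl9 and 0.79 for Ifitm3 in macrophage/monocyte-like, 0.37 for Mki67 (reversed) in myeloid-like (combination over anti-CD20). There was also 7.60 points for myeloid-like share (anti-CD27 over isotype control), and 0.77 for Ccl5 NK-like over effector CD8 T-like cells after anti-CD20. With 1000 variable genes, values were 9.09 points for effector CD8 T-like share (anti-CD27 over isotype control). There were also 1.54 for Ccl3 and 2.92 for Ccl4 (reversed) in effector CD8 T-like, 0.41 for Mki67 (reversed) in myeloid-like, 0.66 for the interferon list in effector CD8 T-like (combination over anti-CD20). There was also 1.29 for Ccl5 NK-like over effector CD8 T-like cells in the combination, and 0.90 for Ccl3, 2.69 for Ccl4 (reversed) and 0.85 for Ccl5 NK-like over effector CD8 T-like cells after anti-CD20. With the result genes among the variable genes, the value was -0.27 for Ccl5 in effector CD8 T-like (combination over anti-CD20). Without Scrublet doublets, values were -0.99 for Ccl3, -1.96 for Ccl4, -1.05 for Ccl5 and 0.67 for Mki67 in effector CD8 T-like (combination over anti-CD20), and -2.09 for Ccl4 and 0.53 for Ccl5 NK-like over effector CD8 T-like cells after anti-CD20.

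Without the shallower barcode of pairs 1 base apart, values were 0.43 for Ccl5 (reversed) in effector CD8 T-like (combination over anti-CD20), and 2.03 for Ccl5 NK-like over effector CD8 T-like cells after anti-CD20. With classes from each cell's own markers, values were -0.136 points for effector CD8 T-like share (reversed), -0.61 for Ccl4 (reversed) in NK-like (combination over anti-CD20). There were also 0 points for effector CD8 T-like share and 0.12 for the interferon list in T-like (anti-CD27 over isotype control). Among cells other than B-like, the value was 18.8 points for effector CD8 T-like share (anti-CD27 over isotype control). With effector CD8 T-like cells taken by their own genes, values were 6.66 points for effector CD8 T-like share, 2.46 for Ccl3 and 1.25 for Ccl5 (reversed) in effector CD8 T-like (combination over anti-CD20). There was also 6.72 points for effector CD8 T-like share (anti-CD27 over isotype control), and 1.91 for Ccl3 and 2.82 for Ccl5 NK-like over effector CD8 T-like cells after anti-CD20. With TMM factors, values were -0.48 for Ccl4 and -0.034 for Ccl5 in effector CD8 T-like (combination over anti-CD20), and 0.59 for Ifitm3 in macrophage/monocyte-like (anti-CD27 over isotype control). There was also 1.07 for Ccl5 NK-like over effector CD8 T-like cells in the combination. As the mean over cells, values were 0.90 for Ccl3, 0.43 for Ccl4, 0.20 for Ccl5, 2.25 for Ifng and 0.17 for Mki67 in all cells, -1.51 for Ccl4 and -0.18 for Ccl5 in effector CD8 T-like, 4.38 for Cxcl9 in macrophage/monocyte-like (combination over anti-CD20). There were also 1.93 for Ccl3, 1.93 for Ccl5, 1.95 for Ifitm3 and 0.36 for Mki67 in all cells, -0.25 for Mki67 in myeloid-like (anti-CD27 over isotype control), and 1.29 for Ccl4 NK-like over effector CD8 T-like cells in the combination. There was also 1.51 for Ccl5 NK-like over effector CD8 T-like cells after anti-CD20. With a pseudocount of 50 CPM, the value was 1.69 for the proliferation list in effector CD8 T-like (combination over anti-CD20).

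Leiden resolution 0.5 gave no values for effector CD8 T-like or macrophage/monocyte-like cells, and classes from each cell's own markers gave too few effector CD8 T-like cells for ratios. Without the naming step no effector CD8 T-like value exists. A class with no cells allows 0.599% to 0.882% of a library.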

Differences from the paper's values

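The tests named here as chosen after the result was seen are the effector CD8 T-like cells taken by their own genes, the removal of barcodes 1 base apart and the totals without haemoglobin and mitochondrial genes. The paper's number of barcodes selected per treatment is 800, and 799, 800, 799 and 800 were counted for the isotype control, anti-CD20, anti-CD27 and the combination.

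The paper states that NK cells express the 3 chemokine genes at lower levels than effector CD8 T cells. Here Ccl5 per UMI was higher in NK-like cells, with log2 ratios of 1.49 after the combination and 1.09 after anti-CD20, and over all alternatives that gave a value the ratio ranged from 1.07 to 1.57 and from 0.53 to 2.82. Ccl4 was also higher in NK-like cells after the combination (0.76, alternatives 0.21 to 1.29) but lower after anti-CD20 (-1.07, alternatives -2.09 to 2.69). Ccl3 was lower in NK-like cells after the combination (-0.54, alternatives -1.26 to 0.04) and after anti-CD20 (-0.47, alternatives -1.51 to 1.91), with intervals that held 0. By number of UMIs, effector CD8 T-like cells were the main source of each gene after anti-CD27 and the combination, as the paper states. After anti-CD20, NK-like cells held more Ccl5 UMIs (62.7% against 21.3%), as many of Ccl3 and fewer of Ccl4 (38.8% against 58.8%). In the isotype control NK-like cells held 75 Ccl5 UMIs against 1, and 2 against 0 of Ccl3 and of Ccl4, too few to compare.

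The paper states that Ifitm3 was upregulated in macrophages. Here its log2 ratio in macrophage/monocyte-like cells was -0.20 between anti-CD27 and the isotype control (-0.67 to 0.29). It was 0.59 (0.13 to 1.09) with TMM factors, which the methods name, 0.26 at Leiden resolution 2 and 0.05 with classes from each cell's own markers. Between the combination and anti-CD20 the ratio was positive (0.38), as over all cells (2.31 and 2.86 for the respective pairs, anti-CD27 first).

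The paper states that myeloid cells showed higher Mki67 in the anti-CD27 and combination arms. Here the log2 ratio in myeloid-like cells was -1.34 between anti-CD27 and the isotype control, but all 24 UMIs of the isotype control lay in 1 cell, so that this direction rests on that cell. The share of cells with a UMI was 5% in the isotype control and 21.3% after anti-CD27, at median depths of 1136 and 1936 UMIs. Thinned to 400 UMIs it was 5.26% (0.133% to 26.0%) and 7.87% (3.22% to 15.5%), so that no direction is read from it. Between the combination and anti-CD20 the log2 ratio was -0.79, with 13 of the 27 UMIs after anti-CD20 in 1 cell, and it was 0.29 with a lower limit of 500 genes, 0.37 at Leiden resolution 2 and 0.41 with 1000 variable genes, each with an interval that held 0. The share of cells with a UMI was 17.2% after anti-CD20 and 18.5% after the combination, and thinned to 400 UMIs 13.8% (3.89% to 31.7%) and 8.28% (4.48% to 13.7%). In effector CD8 T-like cells Mki67 was higher after the combination than after anti-CD20, and the isotype control had too few of these cells (4) for a ratio.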

Other observations

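All tests of explanations in this part were chosen after the result was seen. Macrophage/monocyte-like cells of the combination had more RNA of MHC class II and costimulation genes than those after anti-CD20, with a median log2 ratio of 1.22 over 9 genes. Between anti-CD27 and the isotype control the median was 3.22 over 7 genes. The isotype control had 12 of these cells, in which 3 UMIs equal 219 CPM. The size of this median thus depends on the pseudocount of 10 CPM, and no alternative is given for it. Genes of complement C1q and of red pulp macrophages, which recycle iron from red cells, were lower, with medians of -1.38 and -1.58 over 8 genes. Among them, Slc40a1, the iron exporter, had 55 UMIs in 85 cells after the combination and 65 UMIs in 20 cells after anti-CD20. This class mixes subsets: at Leiden resolution 2 a cluster led by Fcna, Cd5l and Slc40a1 held 10 cells after anti-CD20 and 15 after the combination, and an unnamed cluster led by Cxcl9 held 4 and 46, so that a change in the mixture is not separated from a change within cells.

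Proliferation genes were higher in dendritic-like cells of the combination than of anti-CD20 (median 4.35 over 11 genes). The whole list stood at 873 CPM after anti-CD20 (23 UMIs in 13 cells) and 8160 CPM after the combination (504 UMIs in 29 cells). With so few UMIs after anti-CD20, the size of the median depends on the pseudocount of 10 CPM, and no alternative is given for it. In B-like cells the median was 1.28 over 21 genes between anti-CD27 and the isotype control, but B-like and germinal center B-like cells together had 2198 CPM of this list after anti-CD27 and 4279 CPM in the isotype control. In effector CD8 T-like cells, activation and inhibitory receptor genes had a median of -1.24 between the combination and anti-CD20. No alternative was run for this median, and 5 of the 20 cells after anti-CD20 passed the cutoff on their own Cd8 and effector genes. The light chain genes expected of the lymphoma from textbook knowledge are those of lambda chains. Their median was -1.35 in B-like cells between anti-CD27 and the isotype control, with Iglv2 at 0 and 38 UMIs. Igkc, of the kappa chain, was found in 93.5% of B-like cells and the lambda gene Iglc2 in 83.7%. Light chain genes thus do not set lymphoma apart from other B cells here, and no change in lymphoma cells is read from this median. Prss34, a basophil protease gene, had 3 UMIs in erythroid-like cells of the combination and 341 after anti-CD20. Cells with at least 3 of 6 basophil markers numbered 0, 2, 4 and 1 in the isotype control, anti-CD20, anti-CD27 and the combination.

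No germinal center B-like cells were found after anti-CD27 or the combination at the main setting. With the result genes among the variable genes, 1 cell after anti-CD27 fell in this class and 0 after the combination. Classes from each cell's own markers gave 0 such cells in every library, so that setting cannot show a loss. Clustering that placed such cells elsewhere is argued against by the summed germinal center markers over all cells, with a log2 ratio of -2.73 (-3.11 to -2.37) between anti-CD27 and the isotype control. Removal by the upper limit on genes is argued against too: without that limit no such cell was found, which allows at most 0.587% after anti-CD27, 0.649% after the combination and 0.308% of both libraries pooled. Loss of germinal centers after anti-CD27 may explain this and is a hypothesis. Whether it is a trait of these libraries or mice stays open with 1 library per treatment.

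The higher Ccl3, Ccl4 and Ccl5 of the whole combination library could come from more effector CD8 T-like cells or from more RNA per cell. Within the cluster of that name the log2 ratio of the summed counts per UMI was -0.59 (-0.78 to -0.39). This is not a level per cell, as median depths were 787 UMIs after anti-CD20 and 1579 after the combination. With cells taken by their own genes Ccl3 gave 2.46 and Ccl5 1.25, and no value is given for Ccl4. Of the cells so taken, 5 of 20 after anti-CD20 and 35 of 46 after the combination lay in the cluster. More cells and more RNA per cell cannot be told apart here, since the value is per UMI and depends on which cells are taken. Free RNA spread over all cells is argued against, as the summed level in T-like cells was 10.4% (6.95% to 14.9%) of that of the whole library.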
